# Auxin regulates functional gene groups in a fold-change-specific manner in *Arabidopsis thaliana* roots

**DOI:** 10.1038/s41598-017-02476-8

**Published:** 2017-05-30

**Authors:** N. A. Omelyanchuk, D. S. Wiebe, D. D. Novikova, V. G. Levitsky, N. Klimova, V. Gorelova, C. Weinholdt, G. V. Vasiliev, E. V. Zemlyanskaya, N. A. Kolchanov, A. V. Kochetov, I. Grosse, V. V. Mironova

## Abstract

Auxin plays a pivotal role in virtually every aspect of plant morphogenesis. It simultaneously orchestrates a diverse variety of processes such as cell wall biogenesis, transition through the cell cycle, or metabolism of a wide range of chemical substances. The coordination principles for such a complex orchestration are poorly understood at the systems level. Here, we perform an RNA-seq experiment to study the transcriptional response to auxin treatment  within gene groups of different biological processes, molecular functions, or cell components in a quantitative fold-change-specific manner. We find for *Arabidopsis thaliana* roots treated with auxin for 6 h that (i) there are functional groups within which genes respond to auxin with a surprisingly similar fold changes and that (ii) these fold changes vary from one group to another. These findings make it tempting to conjecture the existence of some transcriptional logic orchestrating the coordinated expression of genes within functional groups in a fold-change-specific manner. To obtain some initial insight about this coordinated expression, we performed a motif enrichment analysis and found cis-regulatory elements TBX1-3, SBX, REG, and TCP/site2 as the candidates conferring fold-change-specific responses to auxin in *Arabidopsis thaliana*.

## Introduction

Conventionally applied to genome-scale data, clustering procedures compare gene expression levels to detect gene clusters with similar expression patterns^1^. These gene expression clusters usually tend to be significantly enriched for specific functional categories. However, further implication is unclear: do the genes participating in the same biological process change their expression levels concordantly? If so, do the amplitudes of response to new conditions differ for various processes?

To answer these questions, we chose the model plant *Arabidopsis* as it has one of the best-annotated genomes among multicellular organisms. Auxin (indole-3-acetic acid, IAA) treatment was chosen as a stimulus since auxin response is one of the best-studied pathways in plants^2, 3^. Since auxin has a major role in root development^4, 5^ and auxin-induced transcriptome changes peak at approximately 6 h after treatment^6, 7^, we performed RNA-Seq on the roots of 6 h IAA-treated seedlings. RNA-Seq has higher accuracy and can estimate larger amplitudes of gene expression values^8–10^ than microarrays.

The functional annotation procedure uses three Gene Ontology (GO) controlled vocabularies (Biological Process, Molecular Function or Cell Compartment) and assesses overrepresented GO terms in the gene lists. This procedure is embodied in bioinformatics resources such as DAVID^11^ and AgriGO^12^. Functional annotation is routinely applied to: (1) lists of differentially expressed genes in a dataset with fold changes above a threshold, or (2) gene clusters united by certain expression patterns over a number of datasets. Here, we suggest combining both approaches to functionally annotate the genes, which differ by the response amplitudes within a single dataset. This combined approach would allow identifying if there are GO terms specifically enriched for the genes responding to auxin coordinatively, within a certain interval of fold changes, comparing the whole list of differentially expressed genes. For this procedure, we implement a bioinformatics algorithm and apply it to generated auxin responsive root transcriptome. To validate the results, we apply the same method to publicly available microarray data on auxin-induced transcriptomes examined over time-course^7^. Finally, we determine if there are cis-regulatory elements specifically overrepresented in the groups of differentially expressed genes (DEGs) responding to auxin in different fold change intervals.

## Results

### RNA-Seq analyses of auxin-induced transcriptome in *A. thaliana* roots and qPCR validation

To study the late auxin response in roots on a transcriptional level, we treated 3-day-old *A. thaliana* seedlings with 1 µM IAA for 6 h. The root transcriptome changes were analyzed by RNA-Seq (see Materials and Methods). 

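Roots of Col-0 seedlings treated with 1 µM indole-3-acetic acid (IAA), the main natural auxin, for 6 h were compared with roots kept in the same liquid medium without it for 6 h. The sample labels and the paper give 3 libraries per group, each from about 100 roots collected 3 days after germination. Total RNA was depleted of ribosomal RNA, made into barcoded fragment libraries and sequenced on the SOLiD platform. According to the paper, reads were mapped to TAIR10 with SHRiMP, uniquely mapped reads were counted per gene with htseq-count, and the groups were compared with DESeq. The values examined here are the authors' comparison of both groups: for each gene the mean normalized read count in each group, the fold change, its p-value and the Benjamini-Hochberg adjusted p-value. No value per library was used, so means are given as the authors' means without an error, and no depth per library is listed. In the authors' deposited table, the control means sum to 919275 and the IAA means to 873654 normalized reads. The 10 most abundant genes take 16.3% of the control sum and 12.4% of the IAA sum. The median authors' mean is 11.2 in control and 11.5 after IAA, so most genes rest on few reads. Of the gene IDs, 20192 were paired by locus tag with the reference annotation of TAIR10.1, whose symbols and coordinates are given throughout. In each group the lowest means lie on sums of a pair of steps, 0.59 and 0.634 in control and 0.3665 and 0.4255 after IAA. How many libraries stand behind each mean is left open. If it is 2, the size factors, which scale for depth, were 0.85 and 0.79 in control and 1.36 and 1.18 after IAA. The control libraries would then have fewer reads than the IAA libraries.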

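Plastid and mitochondrial transcripts were a small part of the root reads in both groups. In the authors' deposited table, plastid genes take 2.11% of the summed control means and 2.29% of the summed IAA means. Mitochondrial genes take 6.01% and 5.77% of the same sums in the authors' deposited table. A finite fold change above 0 can be given for 18236 genes, of which 18039 are nuclear. A further 1201 genes are listed at 0 in control only and 986 are listed at 0 after IAA only.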

Mapping of the RNA-Seq reads resulted in the detection of 20423 transcripts, including 88 from plastid and 120 from mitochondrial genomes. 

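Auxin-responsive genes led the increases after IAA. WES1 (AT4G27260, chromosome 4, 13653579 to 13656285), which encodes a GH3 enzyme that conjugates auxin to amino acids, has an authors' mean of 65.4 in control and 2330.5 after IAA in the authors' deposited table. Its adjusted p there is 9.07e-134, the smallest in the authors' deposited table. GH3.3, GH3.1, BRU6 and DFL1, of the same family, are listed with fold changes of 52.3, 54.3, 33.9 and 23.3 in the authors' deposited table. The plasma membrane aquaporin gene ATPIP1 (AT3G61430, chromosome 3) fell 8.93-fold in the authors' deposited table, and the vacuolar aquaporin gene TIP2;3 fell 30.3-fold. GASA1, BGAL4 and PIP2B are also among the 10 DGs with the smallest p, with falls of 11.1-fold, 20.8-fold and 5.08-fold in the authors' deposited table. At an adjusted p under 0.05 and a finite fold change above 0, the authors' deposited table gives 771 UGs and 640 DGs. All of these genes are in Supplementary Table 1 with the same direction.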

Through differential expression analysis, we found 789 genes significantly upregulated (UG) and 659 genes downregulated (DG) by auxin (false discovery rate [FDR] adjusted *p* < 0.05) (Supplementary Table 1). Fold change values for UGs and DGs varied in the ranges of 1.5–88 and 1.4–143, respectively. 

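RTFL19, IAA5 and LBD29, the 3 UGs with the largest folds, were close to silent in control. Large folds were also reached from higher levels, as in GH3.3, which rose from an authors' mean of 32.5 to 1698 in the authors' deposited table. RTFL19 (AT3G02493) rose 88.1-fold, from an authors' mean of 0.63 to 55.9 in the authors' deposited table. IAA5, a member of the Aux/IAA family of auxin-induced repressors, rose 82.0-fold from an authors' mean of 0.59 in the authors' deposited table. LBD29 (AT3G58190), a transcription factor of lateral root formation, rose 68.4-fold from 1.9 in the authors' deposited table. The sugar transporter gene SWEET12 (AT5G23660) fell 111-fold to an authors' mean of 0.37 in the authors' deposited table. With 1 added to each mean, the largest fold among UGs was 51.5 and among DGs 46.0. At the other end, 105 UGs and 78 DGs have a fold change under 2 in the authors' deposited table.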

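Organellar transcripts stayed near their control level. Among genes with a mean of at least 10, the median log2 fold change of the authors' deposited folds was 0.05 over 85 plastid genes and −0.10 over 74 mitochondrial genes. The middle 50% of the plastid genes lay between −0.06 and 0.28, against −0.51 to 0.55 over 10973 nuclear genes. Of the 197 organellar genes with a finite fold change, 0 pass an adjusted p under 0.05 in the authors' deposited table, and 8 have an unadjusted p under 0.05. Among nuclear genes, 7.82% are called in the authors' deposited table. The difference in the share called had p = 2.47e-07 (Fisher's exact test, two-sided). Genes are not independent replicates, so this describes these genes only. The adjusted p-values of Supplementary Table 1 fit an adjustment over 18039 genes, the number of nuclear genes with a finite fold. Organellar genes were thus likely outside the set from which the paper's calls came. The mitochondrial ID ATMG00516, with a fold change of 0.68 and an adjusted p of 0.0536 in the authors' deposited table, passed at 0.0493 when the authors' p-values were adjusted over genes with a finite fold change alone.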

We detected the changes in transcript levels in response to auxin uniquely for nuclear genes and not for plastid or mitochondrial ones.

We verified the RNA-Seq data by qPCR for 30 genes (Supplementary Tables 2 and 3). The Pearson correlation coefficient (R^2^ = 0.91, *p* < 5.0E-12) between the log_2_ fold changes in the gene expression levels shown by qPCR and RNA-Seq data (Fig. 1) suggested that the auxin response fold changes in the RNA-Seq experiment were sufficiently accurate.

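The genes labelled in Fig. 1 span the range from strong induction to strong repression in the RNA-Seq data. The auxin efflux carrier genes PIN7 (AT1G23080) and PIN3 (AT1G70940) have log2 fold changes of 3.47 and 2.07 in the authors' deposited table. IAA1 has a log2 fold change of 4.10 and MAKR6 (AT5G52900) one of 5.45 in the authors' deposited table. NRT1.5 (AT1G32450), a nitrate transporter that loads the xylem, fell by 3.74 on the log2 scale in the authors' deposited table. EBF2, an F-box protein of ethylene signalling, has a log2 fold change of 0.54 with an adjusted p of 0.55 in the authors' deposited table. SAUR75 is listed at 0 in control and at an authors' mean of 1.16 after IAA in the authors' deposited table, with an adjusted p of 1. With 1 added to each mean, the log2 fold changes computed here were 3.85 for IAA1, 4.62 for MAKR6 and −3.68 for NRT1.5.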

**Figure 1:**
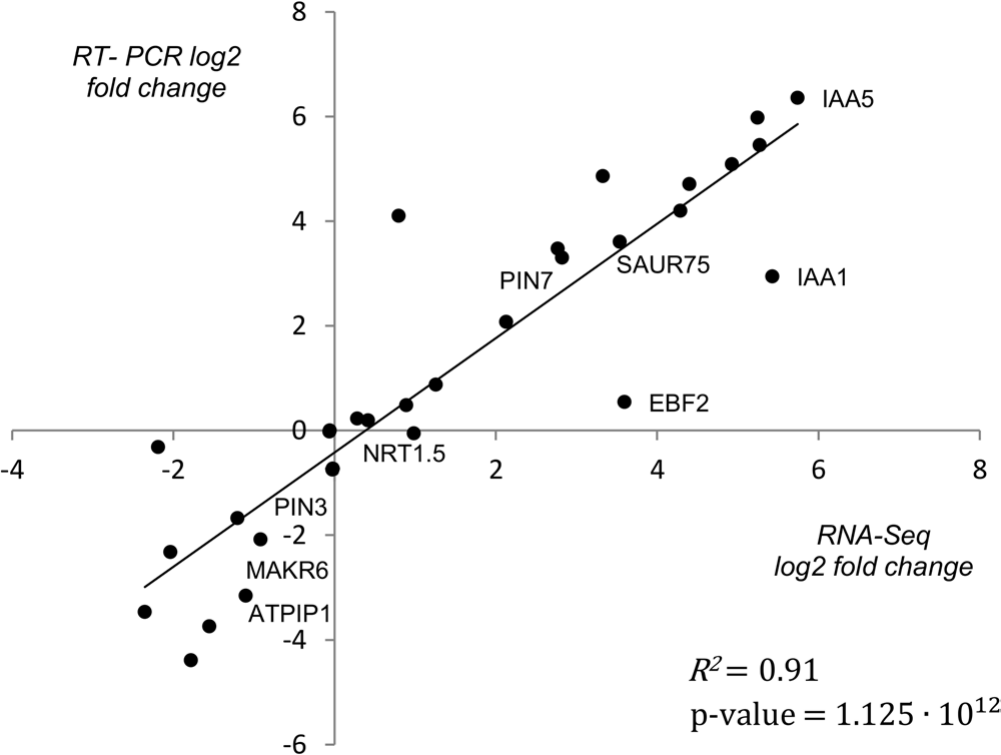
Scatterplot for log_2_ fold changes of 30 genes in RNA-Seq and qPCR experiments. Both log_2_ fold changes were well correlated (*R* ^*2*^ = 0.91, *p* < 5.0E-12, Supplementary Table 2).

### The fold-change-specific responses to auxin

To study how auxin coordinates transcription of the genes involved in the same biological processes, we needed to develop an accurate procedure (detailed in Supplementary Text).

First, we ranked UG and DG lists separately by their fold changes and subdivided each list into six groups (6-quantiles) of equal size. 

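Each group of UGs held 128 or 129 genes and each group of DGs 106 or 107. Very strongly induced genes include the auxin influx carrier gene LAX3 at 9.87-fold and IAA19 at 62.9-fold in the authors' deposited table, while the auxin response factor gene ARF2 stands in the very weak group at 2.08-fold. Among DGs, the phloem sucrose transporter gene SUC2 is very weak at 2.02-fold and NRT1.5 very strong at 13.3-fold in the authors' deposited table. Ranked by the authors' deposited folds, the weak, moderate, intermediate, strong and very strong UGs began at 2.11, 2.72, 3.51, 4.77 and 8.64. The same groups of DGs began at 2.18, 2.75, 3.72, 5.03 and 8.77. The groups also differed in expression level. The median of the mean count over both groups fell from 224 in very weak UGs to 28.9 in very strong UGs, and from 175 to 18.5 in DGs. Across UGs, Spearman's rho between mean count and absolute log2 fold was −0.59, and across DGs −0.67 (permutation test, two-sided, p = 1e-05 for each, the smallest that 100000 permutations can give). Genes are not independent replicates, so this describes the list. Among UGs with a mean under 10, the smallest fold called was 9.28, and among those with a mean from 200 to 500 it was 1.51.

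**Figure D1:**
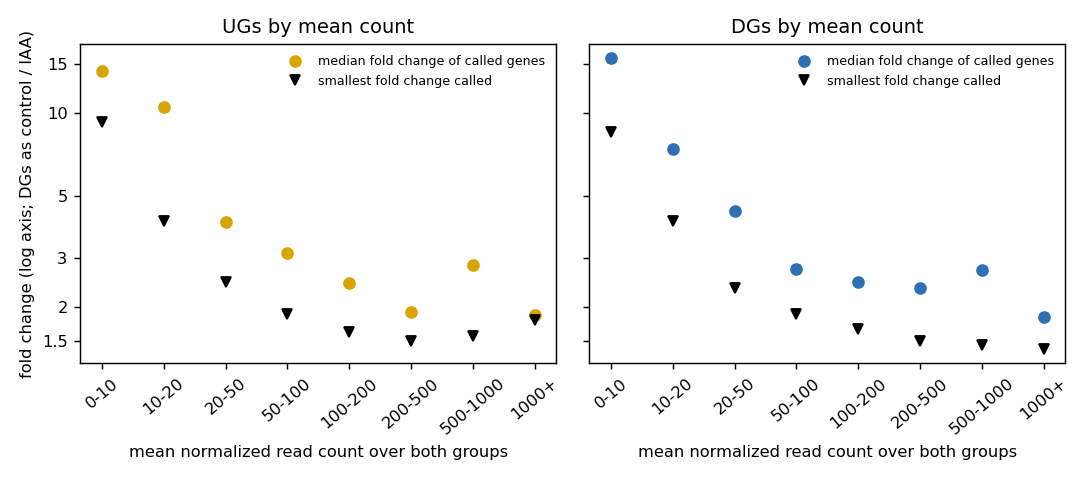
Median and smallest fold change of called genes (log axis, DGs as control over IAA) in bins of the mean normalized read count over both groups. Triangles mark the smallest fold change called, which falls from 9.28 to 1.51 in UGs as the mean rises from under 10 to between 200 and 500.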

We denominated groups as very weak, weak, moderate, intermediate, strong and very strong responses (Fig. 2A). Using the AgriGO SEA tool^12^, we functionally annotated the genes belonging to each quantile, various combinations of neighboring quantiles, and the overall DEG set (21 groups in total for UGs or DGs). For further analysis, we selected the GO terms with adjusted p-values less than 0.001 (Fisher’s exact test by SEA, Bonferroni corrected for the number of GO terms and the number of tested intervals).

**Figure 2:**
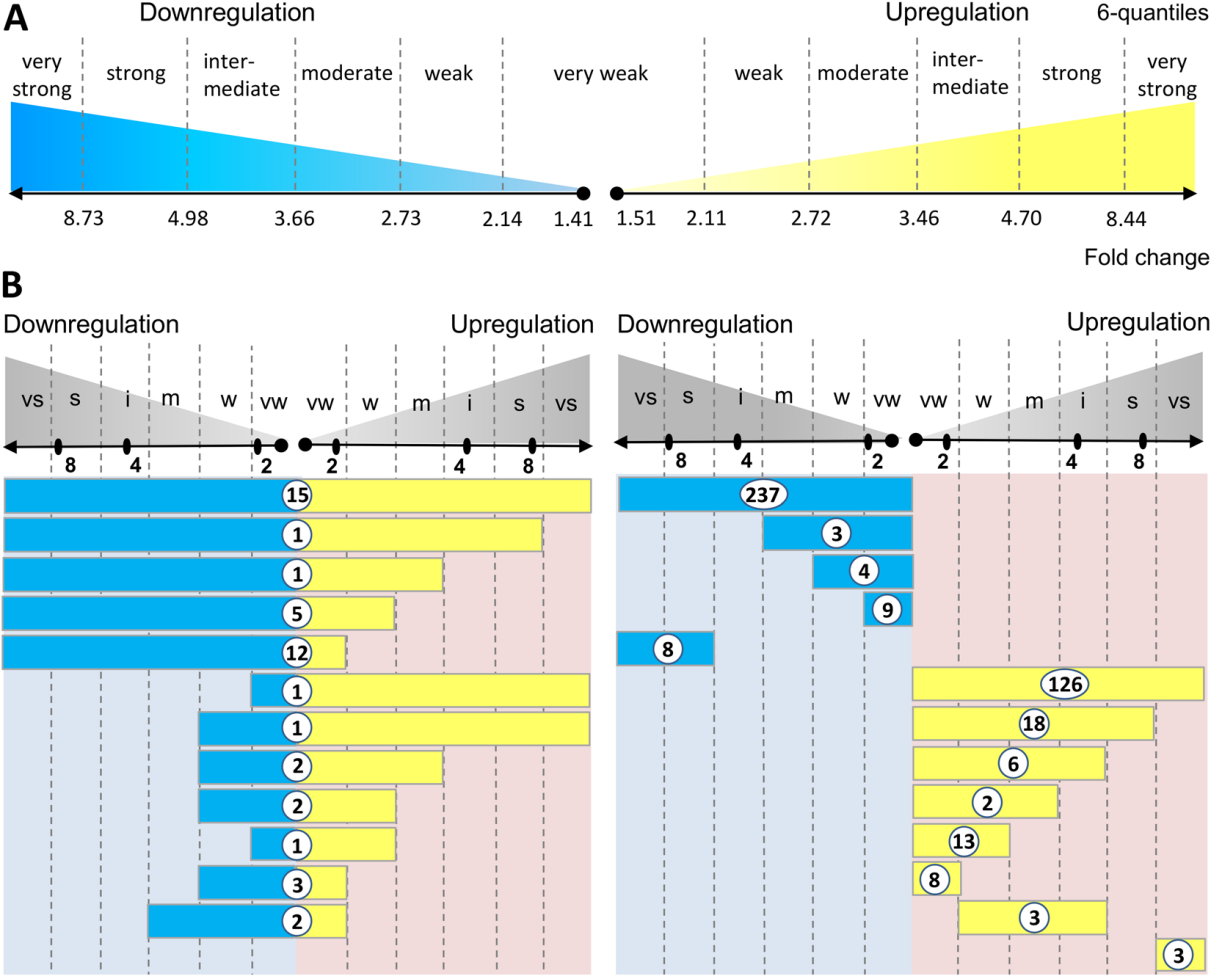
Assessment of fold-change-specific auxin response in auxin-reprogrammed transcriptome (6 h; 1 µM IAA). (**A**) Scale for the fold change intervals with the threshold values to subdivide UGs and DGs into 6 equal in size gene groups (6 quantiles). (**B**) The fold change intervals for UGs (yellow boxes) and DGs (blue boxes) associated with specific regulation of genes detected at least for one GO term. Each GO term was associated with only one fold change interval (either a single quantile or combination of neighboring quantiles) possessing the most significant enrichment (for UGs and DGs separately). The shortest intervals correspond to the tightest fold-change-specificity of auxin response. The longest intervals (from very weak to very strong) are not fold-change-specific. The numbers in the boxes indicate the amount of GO terms associated with auxin regulation within the fold change interval. On the left panel, blue and yellow boxes in one line correspond to the same set of GO terms. vs – very strong, s – strong, i – intermediate, m – moderate, w – weak, vw – very weak.

We found 225 and 307 GO terms enriched in at least one tested fold change interval for UGs and DGs, respectively (Supplementary Table 4). Approximately 15% of these GO terms (36 in UGs and 45 in DGs) appeared significantly enriched in only the specific fold change intervals, indicating that auxin regulates some biological processes with a fine precision.

Moreover, we noted that for some GO terms, the *p-value* for a specific fold interval differed by several orders of magnitude from the *p-value* for the whole UG or DG sets. For example, the GO term “translation” was enriched for UGs with *p-value* of 7.3 × 10^−19^, but for very weak and weak responses, the *p-value* was many magnitudes lower (*p-value* = 6.6 × 10^−54^) (Table 1; Supplementary Table 4). 

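Called genes of the cytosolic ribosome were all higher after IAA, most of them by a fold in the lowest groups. Of 317 measured genes in the list of cytosolic ribosomal proteins, 76 are higher, 0 lower and 241 not called in the authors' deposited table (95 higher and 0 lower when adjusted over the list alone). Over all 317, the median log2 fold was 0.63, above all of 10000 random lists matched on mean count, whose central 95% ran from −0.10 to 0.09. Very weak UGs held 48 of the 76 genes, weak UGs 18, moderate UGs 2, intermediate UGs 6 and strong UGs 2. So 86.8% of the ribosomal protein UGs were in the very weak to weak interval, against 27.5% of the other UGs (one-sided Fisher's exact test, adjusted p = 5.99e-22, Bonferroni over 20 intervals and 12 lists). Their median fold was 1.92. LOS1 (AT1G56070), listed with them by its product name but encoding a translation elongation factor, rose 1.93-fold from an authors' mean of 1488 in the authors' deposited table. Ribosomal protein genes have near-identical paralogs and only uniquely mapped reads were counted, so the value of a single gene is uncertain. They are also expressed at a high level: UGs matched one to one on mean count had a median of 52.6% in this interval (central 95% 42.1% to 63.2%; permutation p = 1e-04, the smallest that 10000 draws can give). The permutation p was not adjusted over intervals and lists. From the gap between the p-values for the interval and for all UGs, the paper reasons that a second step is needed, which tests the interval against the whole set of responding genes.

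**Figure D2:**
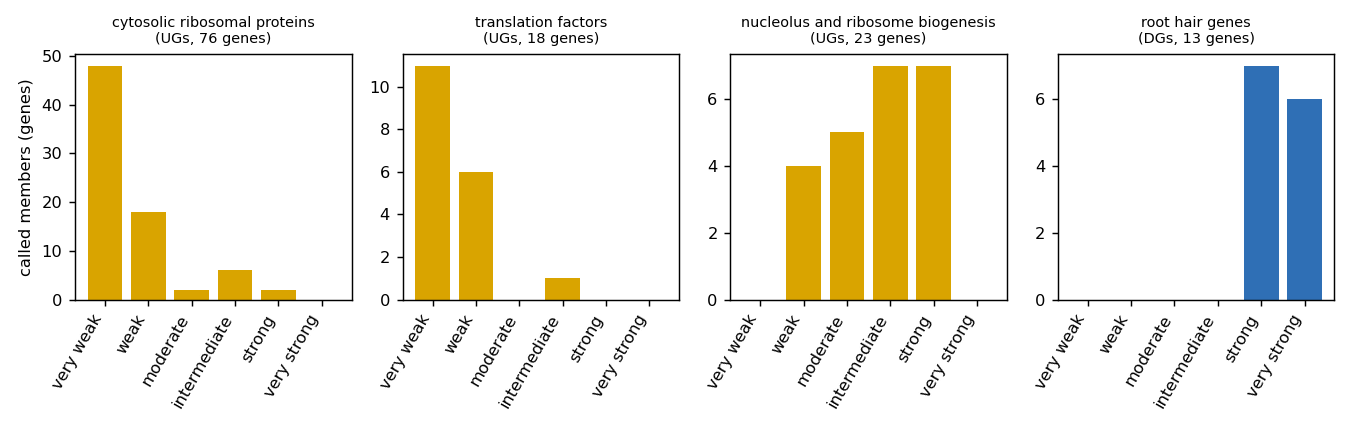
Number of called genes of 4 lists in each 6-quantile of the fold change (UGs in yellow, DGs in blue). Ribosomal protein UGs peak at 48 in the very weak group, and root hair DGs lie in the strong (7) and very strong (6) groups.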

To estimate the significance for such differences, we needed to apply a second step in our procedure, where we analyzed enrichment of the GO term by the genes activated (or inhibited) by auxin in a specific fold change interval versus the whole sets of UGs or DGs. This analysis was performed for each of 20 component fold change intervals. If the adjusted *p-value* in this comparison (Fisher’s exact test, Bonferroni correction for the number of selected GO terms and 20 intervals, see Materials and Methods) was less than 0.05, we considered the genes associated with the GO term as fold-change-specifically regulated by auxin in this selected interval (such GO term was defined as fold-change-specific).

**Table 1:** Contingency table for the estimation of fold-change-specificity of a GO term.

	The number of UGs in the fold change interval	The number of UGs outside the fold change interval	Total number of UGs	The portion of UGs in the fold change interval
The UGs belonging to the GO term	*96*	*12*	*108*	88.9%***
The rest UGs	*167*	*514*	*681*	*24.6%*
Total number of UGs	*263*	*526*	*789*	*33.3%*

An example of a “translation” GO term and a very weak to weak fold change interval.

We found that notable numbers of functional gene groups, 82 (36%) and 36 (12%), were fold-change-specific in UGs and DGs, respectively (Supplementary Table 4, Fig. 2B). 

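Of the gene lists set beforehand, those of ribosomal proteins, translation factors, the nucleolus and root hairs passed the interval test. Cytosolic ribosomal proteins and translation factors passed in the very weak to weak interval of UGs. Translation factors lost the call with log2 mean count in a logistic regression and among genes whose mean allowed a call under 2-fold. Nucleolus and ribosome biogenesis genes passed in the weak to strong interval, with 23 of 23 UGs inside (one-sided Fisher's exact test, adjusted p = 0.0181). This call was lost with 3 quantiles and among genes whose mean allowed a call under 2-fold. NUC-L1, the nucleolar protein nucleolin, rose 4.53-fold, NOP56 5.23-fold and FIB2, a fibrillarin, 4.84-fold in the authors' deposited table. Of 36 measured root hair genes, 13 are lower and 0 higher in the authors' deposited table (17 and 0 when adjusted over the list alone), and their median log2 fold was −2.30 (matched lists −0.37 to 0.39). They passed in the strong to very strong interval of DGs, with 13 of 13 inside (one-sided Fisher's exact test, adjusted p = 6.70e-05). Part of this placement goes with low counts: DGs matched one to one on mean count had a median of 69.2% inside (central 95% 46.2% to 84.6%; permutation p = 0.00160) and a median fold of 7.41, against 7.46. The permutation p was not adjusted over intervals and lists, so it cannot be set against the adjusted p of the interval test. RHD2, the NADPH oxidase of root hair growth, fell 6.49-fold, PRP3 6.45-fold, MRH1 6.45-fold and RHS13 5.92-fold in the authors' deposited table. In all, 3 of 12 lists with at least 5 UGs and 1 of 7 lists with at least 5 DGs passed. Lateral root initiation genes, with 10 of 22 higher and 1 lower in the authors' deposited table (11 and 1 when adjusted over the list alone), had 7 of 10 UGs in the very strong group, which missed the threshold (Fisher's exact test, adjusted p = 0.0557). Terms from the gene notes of the reference, tested only after the data were examined, gave the same steps a wider field. Of 953 terms, 10 were enriched in UGs, of which 8 passed the second step, and 12 in DGs, of which 4 passed. With log2 mean count in a logistic regression, 6 of the 8 and 0 of the 4 kept their call, and 2 other UG terms and 3 other DG terms passed. The UG terms were response to auxin stimulus and response to cyclopentenone, the latter at an adjusted p of 0.0357, where Fisher's exact test gave 0.0633. The DG terms were water channel activity, water transport and peroxidase activity, with adjusted p of 5.22e-08, 0.00112 and 0.0174, where Fisher's exact test gave 1, 1 and 0.255. The term structural constituent of ribosome had 66 of 77 UGs in the very weak to weak interval (Fisher's exact test, adjusted p = 2.43e-22). The term photosynthesis had 16 of 17 DGs in the strong to very strong interval (Fisher's exact test, adjusted p = 3.80e-05). With log2 mean count, the adjusted p of the first 4 DG terms ran from 0.253 to 0.946 in the logistic regression that replaced Fisher's exact test.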

The remaining GO terms (143 for UGs and 271 for DGs) were not specific in fold of response. In the following sections, we will describe the fold-change-specific groups in detail.

### Coherent auxin regulation of the genes whose products localize in the same cellular compartments or have similar molecular functions

It could be expected that most of the fold-change-specific GO terms should belong to the “molecular functions” GO vocabulary because annotation lists contain paralogs that often express redundantly. Instead, only a few GO terms from this vocabulary were associated with fold-change-specific response to auxin (Supplementary Fig. 1; Supplementary Table 4). Namely, the genes corresponding to GO term “Translation factor activity, nucleic acid binding” and the related terms “structural constituent of ribosome” and “structural molecule activity” were weakly upregulated. 

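Called translation factors were all higher after IAA, while most of the list was not called. Of 91 measured genes in the list, 18 are higher, 0 lower and 73 not called in the authors' deposited table (23 higher and 0 lower when adjusted over the list alone). EIF3C (AT3G56150, chromosome 3, 20833410 to 20837275), a subunit of the initiation factor that loads the small ribosomal subunit, rose 2.15-fold in the authors' deposited table, with an adjusted p of 1.61e-06. The list's median log2 fold was 0.55 (central 95% of matched lists −0.20 to 0.19). Inside the very weak to weak interval lay 17 of the 18, or 94.4%, against 31.9% of other UGs (one-sided Fisher's exact test, adjusted p = 1.63e-05). When log2 mean count entered a logistic regression in place of Fisher's exact test, the adjusted p was 0.131 (4.07e-06 to 0.131 over the alternatives). UGs matched one to one on mean count had a median of 61.1% in this interval (central 95% 38.9% to 83.3%; permutation p = 7.00e-04). Unlike the p of the regression, this permutation p was not adjusted over intervals and lists. It was also taken at the interval already found, so it cannot be set against the adjusted 0.131. Aminoacyl-tRNA synthetases, which charge transfer RNAs, had 7 genes higher, 0 lower and 46 not called of 53 measured in the authors' deposited table (7 higher and 0 lower when adjusted over the list alone). Their median log2 fold was 0.43, against −0.27 to 0.29 in matched lists. TWN2, a valyl-tRNA synthetase, rose 2.07-fold and OVA1 4.70-fold in the authors' deposited table. Of these 7 UGs, 6 were very weak or weak, which did not pass (Fisher's exact test, adjusted p = 1).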

“Binding”, “RNA binding” and “nucleotide binding” terms were enriched among the genes with very weak to strong responses to auxin. Only the genes encoding enzymes with hydrolase activity were downregulated in a fold-change-specific window from very weak to moderate levels. Auxin affected expression of genes with many other molecular functions as well, but without fold-change-specificity (Supplementary Table 4).

In turn, when annotating auxin-responsive genes associated with cell components, a great heterogeneity of the related gene groups was expected, which might not be favorable to precise fold-change-specific regulation. Against this logic, cell component GO terms showed the most significant fold-change-specific response to auxin (Supplementary Table 4). Auxin specifically and differentially regulated the genes whose products localize to most cellular components (more than 70% of GO terms are fold-change-specific), except the Golgi apparatus, endoplasmic reticulum and mitochondria (Fig. 3, Supplementary Fig. 2). These results suggest that auxin coherently regulated the genes functioning in the same cellular compartment, changing their expression levels not only unidirectionally but also with the same amplitude of response. The genes encoding ribosomal RNA and ribosomal proteins were most tightly regulated by auxin.

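Folds of ribosomal protein genes, called or not, lay closer together than those of random lists. Over 284 ribosomal protein genes with a mean of at least 10, the SD of the log2 fold across genes was 0.631. Random lists matched on mean count had a median SD of 1.07 (central 95% 0.915 to 1.23), and 0 of 10000 had one as small. Translation factors had an SD of 0.578 over 75 genes, as small as in 0.01% of matched lists. Genes of glycolysis were alike too, with an SD of 0.452 over 45 genes and 0% of matched lists as small. DNA replication genes had an SD of 0.524 over 29 genes (0.08% of matched lists), and core and linker histones 0.574 over 31 (0.82%). By contrast, the SD across 58 nucleolus and ribosome biogenesis genes was 1.19, as small as in 79.7% of matched lists. Some lists lay further apart than nearly all matched lists. Class III peroxidases had an SD of 1.89 over 39 genes, as small as in 99.97% of matched lists. Aux/IAA genes had 2.03 over 22 (99.82%) and nitrate genes 1.98 over 26 (99.82%). SDs of expansin and xyloglucan enzyme, lateral root initiation, LBD, SAUR and GH3 genes were above the central 95% of matched lists too. Nuclear genes for organellar ribosomal proteins had a median log2 fold of −0.07 over 19 genes, with 0 higher and 0 lower in the authors' deposited table (0 and 0 when adjusted over the list alone). Yet their SD over the 12 genes with a mean of at least 10 was 0.443, as small as in 1.2% of matched lists. Random lists mix genes that rose and fell, so a list that hardly responds also has a small SD. A small SD therefore does not by itself tell a shared response from none. In glycolysis and in histones, 1 gene each is called. An SD across genes includes the measurement noise of each gene, which matched lists share.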

**Figure 3:**
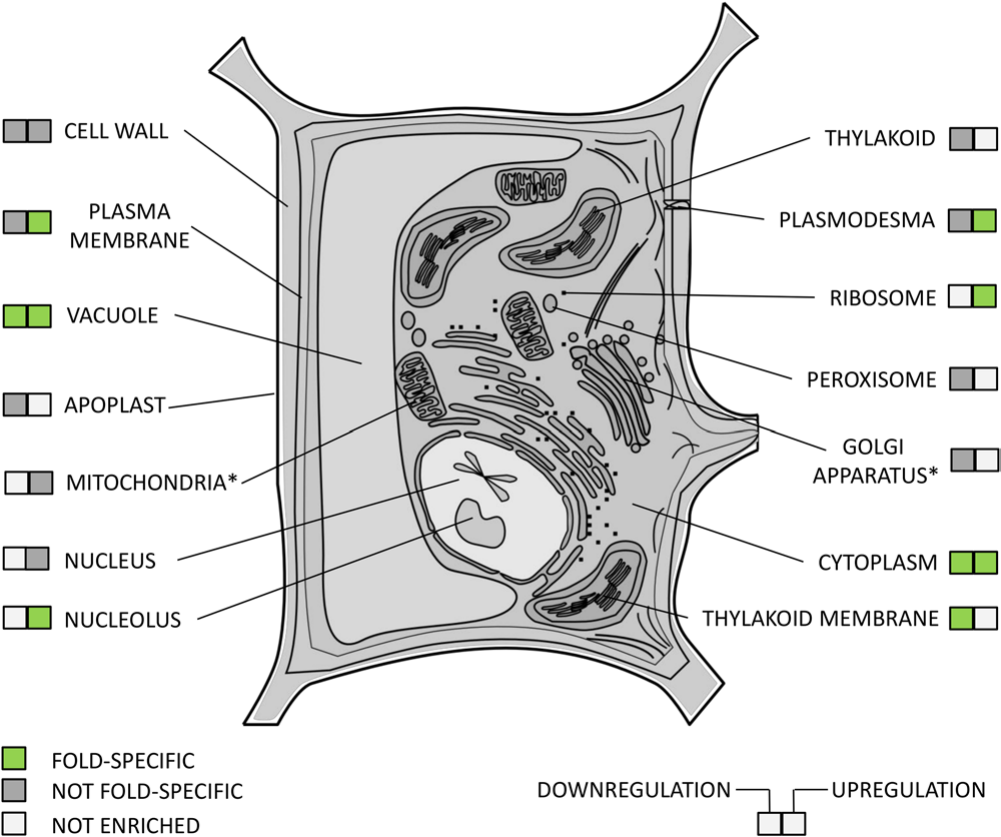
Cellular components differentially and fold-change-specifically regulated by auxin in the root. The source data are depicted in Supplementary Fig. 2 and Supplementary Table 4. *Golgi apparatus and mitochondria were included into the scheme since their biogenesis was auxin-regulated (Fig. 4).

### Summary of the processes fold-change-specifically activated/inhibited by auxin in the root

Although annotations of auxin-induced transcriptomes have been previously described^3, 6, 7^, applying a fold-change-specific approach makes the auxin regulation map more comprehensive. Based on the results of functional annotation of the RNA-Seq data in the knowledge domain of biological processes, we can propose a general scheme of auxin action in the root cell (Fig. 4). We subdivided auxin-responsive processes into seven basic groups: response to stimulus, cellular developmental process, cellular metabolic process, organelle organization, transport, cell division and gene expression. Auxin exclusively activated only two of these processes: cell division not fold-change-specifically and gene expression very weakly. 

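Lists of cell cycle and DNA replication genes had higher median folds than matched lists, while most of their genes were not called. Many of these genes have few reads, with a median mean count of 10.9 for cell cycle and 8.98 for DNA replication genes. Of 69 measured cyclins, cyclin-dependent kinases and their regulators, 6 are higher, 2 lower and 61 not called in the authors' deposited table (7 higher and 2 lower when adjusted over the list alone). Among them, CYCD3;1, which promotes entry into the cycle, rose 8.64-fold, the mitotic cyclin gene CYCB2;2 5.21-fold and the mitotic kinase gene CDKB2;1 3.83-fold in the authors' deposited table. CYCP4;1 went the other way and fell by 3.16 on the log2 scale in the authors' deposited table. The median log2 fold of the list was 0.72, against −0.27 to 0.28 in matched lists. DNA replication genes had a median log2 fold of 0.79 (matched lists −0.29 to 0.32), with 2 higher, 0 lower and 58 not called of 60 measured in the authors' deposited table (1 higher and 0 lower when adjusted over the list alone). RNR1 and TSO2, both subunits of ribonucleotide reductase, rose 4.07-fold and 2.44-fold in the authors' deposited table. For mitosis and cytokinesis, 12 of 106 measured genes are higher and 3 lower in the authors' deposited table (16 and 5 when adjusted over the list alone). The kinesin genes POK2, ATK2 and ATK5 rose 3.63-fold, 3.68-fold and 3.22-fold in the authors' deposited table. Its median log2 fold was 0.56 (matched lists −0.19 to 0.19), and 0.81 over the 67 genes left without members whose product names another family, of which 11 are higher and 1 lower in the authors' deposited table (15 and 1 when adjusted over the list alone). Of 40 core and linker histone genes, 1 is higher and 0 lower in the authors' deposited table (1 and 0 when adjusted over the list alone). Their median log2 fold of 0.27 lay inside the matched range.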

Cell division, cell cycle, cytokinesis, DNA replication, cytoskeleton, chromatin, and chromosome organization – all these energy-consuming processes – were upregulated by auxin. For the remaining biological processes, auxin realizes a well-balanced and thrifty strategy that allows a cell to save its resources during division. 

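Lists of water and mineral transport, secondary metabolism and peroxidases had lower median folds than matched lists. Of 25 measured aquaporin genes, 14 are lower, 0 higher and 11 not called in the authors' deposited table (16 lower when adjusted over the list alone). RD28 fell 5.35-fold, from an authors' mean of 478 to 89.3 in the authors' deposited table. Median log2 fold for the list was −1.93, against −0.39 to 0.43 in matched lists. Ammonium transporter genes AMT1;1 and AMT1;2 fell 3.32-fold and 4.65-fold in the authors' deposited table, where 12 of 99 mineral ion transporters are lower and 1 higher (12 and 1 when adjusted over the list alone). Nitrate genes went both ways: of 35 measured, 5 are lower and 4 higher in the authors' deposited table (5 and 4 when adjusted over the list alone). NRT1.1 fell 5-fold, while the nitrate reductase genes NIA1 and NIA2 rose 14.0-fold and 6.25-fold in the authors' deposited table. In secondary metabolism, 15 of 35 glucosinolate and indole genes are lower and 1 is higher in the authors' deposited table (20 lower and 2 higher when adjusted over the list alone). CYP79F2, an enzyme of glucosinolate synthesis, fell by 5.21 and CYP81F4 fell by 2.53 on the log2 scale in the authors' deposited table. Phenylpropanoid and flavonoid genes had 7 lower and 0 higher of 49 in the authors' deposited table (9 lower and 1 higher when adjusted over the list alone), where OMT1 fell by 1.81 on the log2 scale. The 49 took in genes of other families: of 35 members with a mean of at least 10, 26 were left without them. Class III peroxidases had 18 lower and 3 higher of 57 in the authors' deposited table (20 and 5 when adjusted over the list alone), with RCI3 falling 7.14-fold. The median log2 folds of these lists were −0.51 for mineral ions, −0.58 for nitrate, −1.38 for glucosinolates, −0.71 for phenylpropanoids and −0.69 for peroxidases, each below the matched range. In the main interval test of DGs, aquaporins (14 of 14 moderate to very strong) and peroxidases (14 of 18 intermediate to very strong) did not pass, at adjusted p of 0.436 and 1 from Fisher's exact test. With log2 mean count in a logistic regression in place of Fisher's exact test, both passed, at adjusted p of 9.95e-09 and 0.0383, and so did glucosinolate genes, at 0.0307 against 1 in each other test. Among genes whose mean allowed a call under 2-fold, both passed as well, at 0.00725 and 0.00495 (Fisher's exact test, adjusted p; 9.95e-09 to 1 and 0.00495 to 1 over the alternatives). Of 8 endodermis markers, 3 are lower, 0 higher and 5 not called in the authors' deposited table (4 lower and 0 higher when adjusted over the list alone), with a median log2 fold of −1.33 (matched lists −0.68 to 0.71). CASP1, a protein of the Casparian strip, fell 4.85-fold in the authors' deposited table. Of 20 photosynthesis markers, 9 are lower, 0 higher and 11 not called in the authors' deposited table (11 lower and 0 higher when adjusted over the list alone), and their median lay below the matched range of −0.54 to 0.56.

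**Figure D3:**
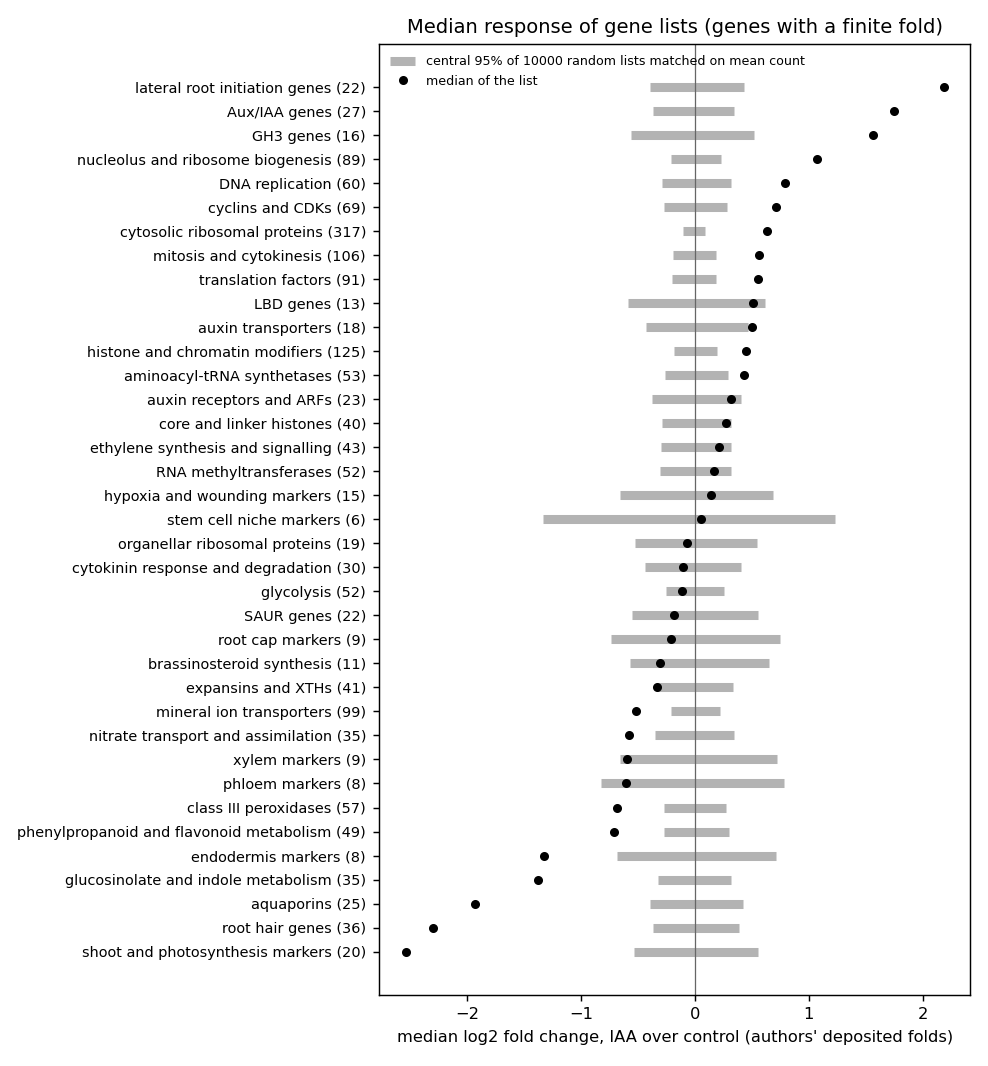
Median log2 fold change (IAA over control) of each gene list with at least 5 measured genes (number in brackets), with the central 95% of 10000 random lists matched on mean count in grey. Lateral root initiation genes lie highest at 2.18 and shoot and photosynthesis markers lowest at −2.54.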

Auxin moderately downregulated the catabolic processes and non-fold-specifically downregulated secondary metabolism, transport, and a number of other responses (Fig. 4). However, its influence on primary metabolism is more complex and fold-change-specific. In general, auxin inhibited all main metabolic processes except nucleic acid, protein and small molecule metabolism (the latter probably as an energy source for the former two processes). Auxin upregulated all three processes in a well-coordinated way so that significant numbers of the genes involved were activated with the same strength.

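Genes of glycolysis, which is only a part of small molecule metabolism, held their level. Of 52 measured, 1 is higher, 0 lower and 51 not called in the authors' deposited table (1 and 0 when adjusted over the list alone). Their median log2 fold was −0.11, inside the range of matched lists (−0.26 to 0.26). Within protein metabolism, the note term translation, tested only after the data were examined, had 79 UGs among its 365 measured genes. Of the 79, 69 lay in the very weak to weak interval (one-sided Fisher's exact test, adjusted p = 1.07e-24). The note term nucleolus names a location in the cell and not a process of nucleic acid metabolism. It had 66 UGs among 188 measured genes, all of them from very weak to strong (Fisher's exact test, adjusted p = 5.60e-04).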

**Figure 4:**
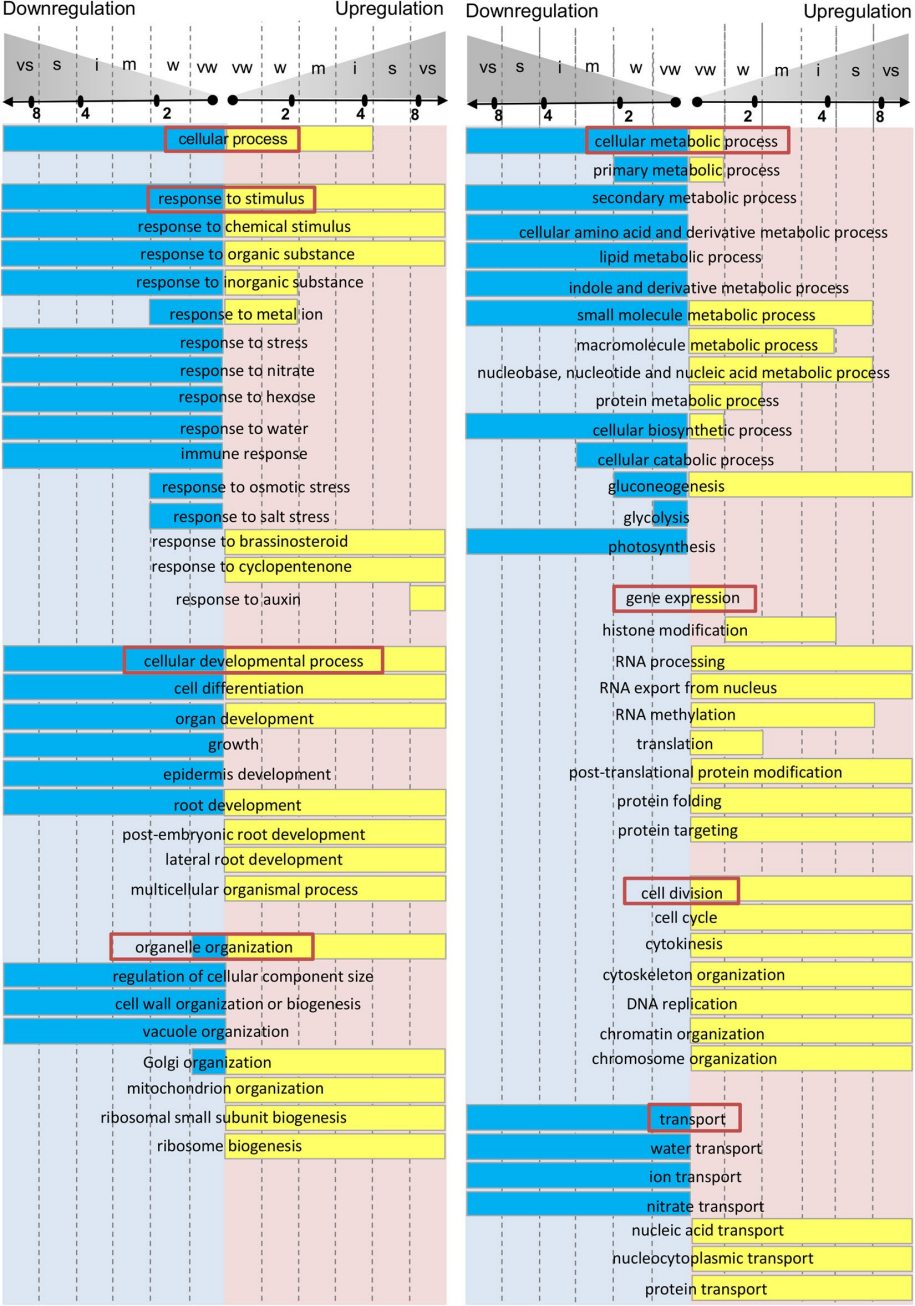
A general scheme of auxin-regulated biological processes in the root revealed in this study. For a particular GO term it shows the fold change interval in which significant part of belonging genes responded to auxin. The longest intervals (from very weak to very strong) are not fold-change-specific, while shorter ones are fold-change-specific. Activation of transcription shown by yellow boxes, inhibition of transcription by blue boxes. The representative GO terms were selected from the complete list of significantly enriched in auxin response GO Biological Processes (Supplementary Table 4). Red rectangular highlights the common term for the GO terms group. vs – very strong, s – strong, i – intermediate, m – moderate, w – weak, vw – very weak.

This coordination was also true for gene expression processes as there were three stages where auxin activation occurred within the fold-change-specific window – histone modification (from weak to intermediate), translation (up to a weak level) and RNA methylation (up to a strong level). 

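Genes that modify chromatin had a higher median fold than matched lists, and few of them were called one by one. Of 125 measured histone and chromatin modifiers, 13 are higher, 0 lower and 112 not called in the authors' deposited table (13 and 0 when adjusted over the list alone). HD2B, a plant-specific histone deacetylase, rose 3.96-fold, the DNA methyltransferase gene MET1 3.54-fold and the arginine methyltransferase gene PRMT3 6.67-fold in the authors' deposited table. Their median log2 fold was 0.45 (matched lists −0.18 to 0.19). Of the 13 UGs, 8 were moderate or intermediate, which did not pass the interval test (Fisher's exact test, adjusted p = 1). Among 52 RNA methyltransferase genes, 4 are higher and 0 lower in the authors' deposited table (5 and 0 when adjusted over the list alone), too few for an interval test. FIB1, the fibrillarin of the methylation of ribosomal RNA, has a log2 fold change of 1.32 in the authors' deposited table. TRM82 (tRNA modification 82), whose product is named a WD40 repeat protein, rose 6.43-fold in the authors' deposited table. The list's median log2 fold of 0.17 lay inside the matched range (−0.31 to 0.32), but it took in genes of other families that share the symbol TRM. After a removal by product name, which also left out TRM82, 18 measured genes remained, of which 2 are higher and 0 lower in the authors' deposited table, and their median log2 fold was 0.80 (matched lists −0.47 to 0.55).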

In accordance with the findings for cell components and molecular functions (Supplementary Figs 1 and 2), translation was the most tightly upregulated by auxin, indicating that protein synthesis can be a bottleneck in gene expression machinery (Fig. 5).

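Ribosomal protein genes passed the interval test in each alternative tried, with adjusted p from 7.82e-25 to 1.58e-07 (Fisher's exact test, or a logistic regression for the latter). With log2 mean count as a further term, the interval was still very weak to weak, with 66 of 76 genes inside. Among the 276 UGs with a mean count that allowed a call under 2-fold (a mean of at least 90.5), ranked on their own, all 59 ribosomal protein genes lay between very weak and intermediate (Fisher's exact test, adjusted p = 1.11e-10). In that subset the Aux/IAA genes lay at the other end, with 9 of 9 strong or very strong (Fisher's exact test, adjusted p = 0.00464). Among all UGs, the Aux/IAA genes did not pass the interval test, with 13 of 16 from intermediate to very strong (Fisher's exact test, adjusted p = 1, and 0.00464 to 1 over the alternatives). From the tight interval of translation in its own annotation, the paper proposes that protein synthesis can be a bottleneck of gene expression.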

**Figure 5:**
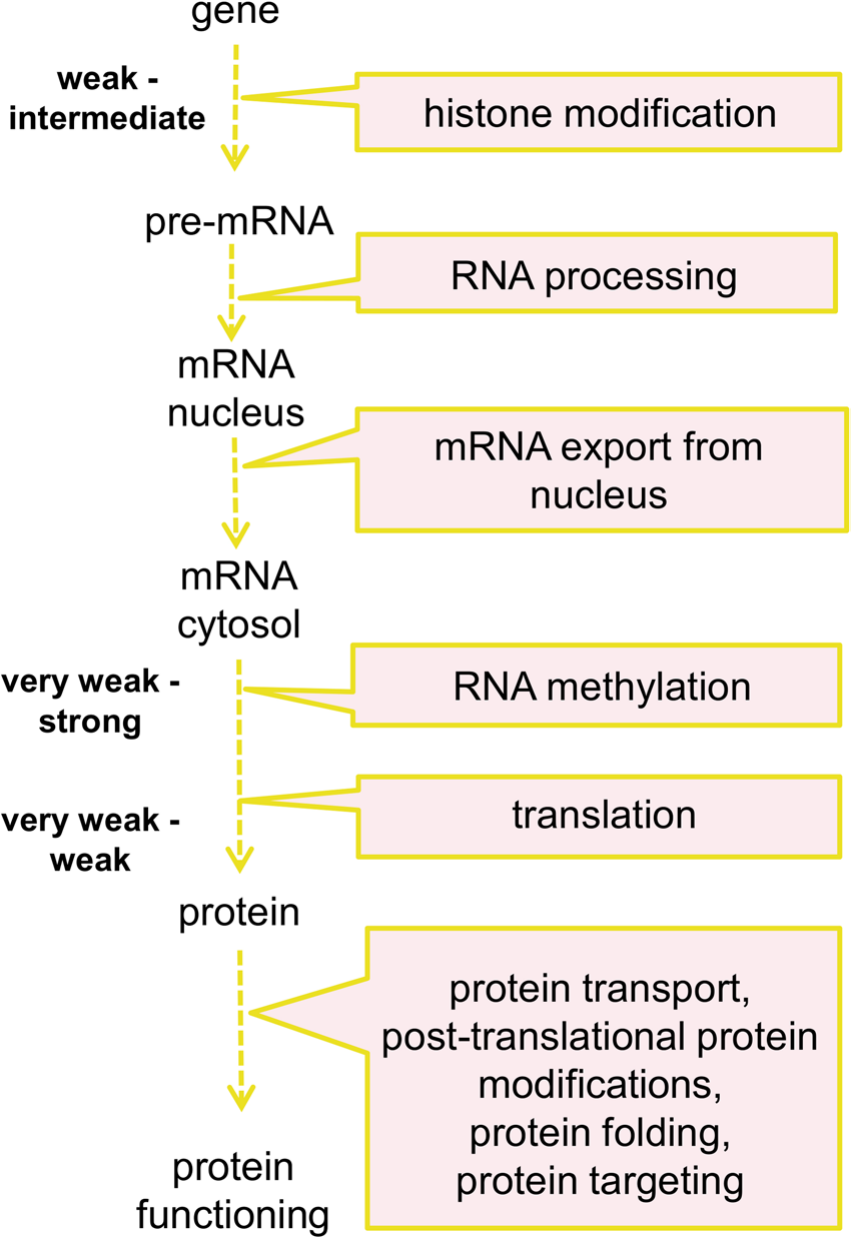
Gene expression control by auxin. All processes related to gene expression were upregulated in the root. Three bottlenecks are fold-change-specifically regulated by auxin, with the translation step regulated most tightly (very weak to weak levels). The source data are depicted in Fig. 4 and Supplementary Table 4.

### Validation of fold-change-specific auxin response using independent data

To test if the fold-change-specific regulation of genes from the same pathway was not an artifact of our RNA-Seq data, we analyzed independent whole-genome data: time course microarray experiments on exogenous 1 µM IAA treatment in root^7^. The numbers of DEGs for either early (up to 2 h) or very late (24 h) auxin response were insufficient to proceed with our approach. Thus, we applied the two-step analysis to each of 4-, 8- and 12-h time point datasets separately (Supplementary Table 6).

In agreement with the RNA-Seq analysis, many processes fold-change-specifically responded to auxin in the microarray data^7^. Altogether, 364 GO terms were enriched among DEGs for 4-, 8- and 12-h time points (Supplementary Tables 6 and 7), and 63% of these terms matched those for our RNA-Seq experiment. Notably, 77% of fold-change-specific GO terms identified in the RNA-Seq experiment were also fold-change-specific in the microarray data (Supplementary Table 7). Figure 6 shows nonredundant list of independently confirmed fold-change-specific functional groups. The fold changes were in the same window or lower in the microarray data, which is meaningful because RNA-Seq allows the estimation of larger amplitudes of gene expression values compared to microarray analysis^8–10^.

**Figure 6:**
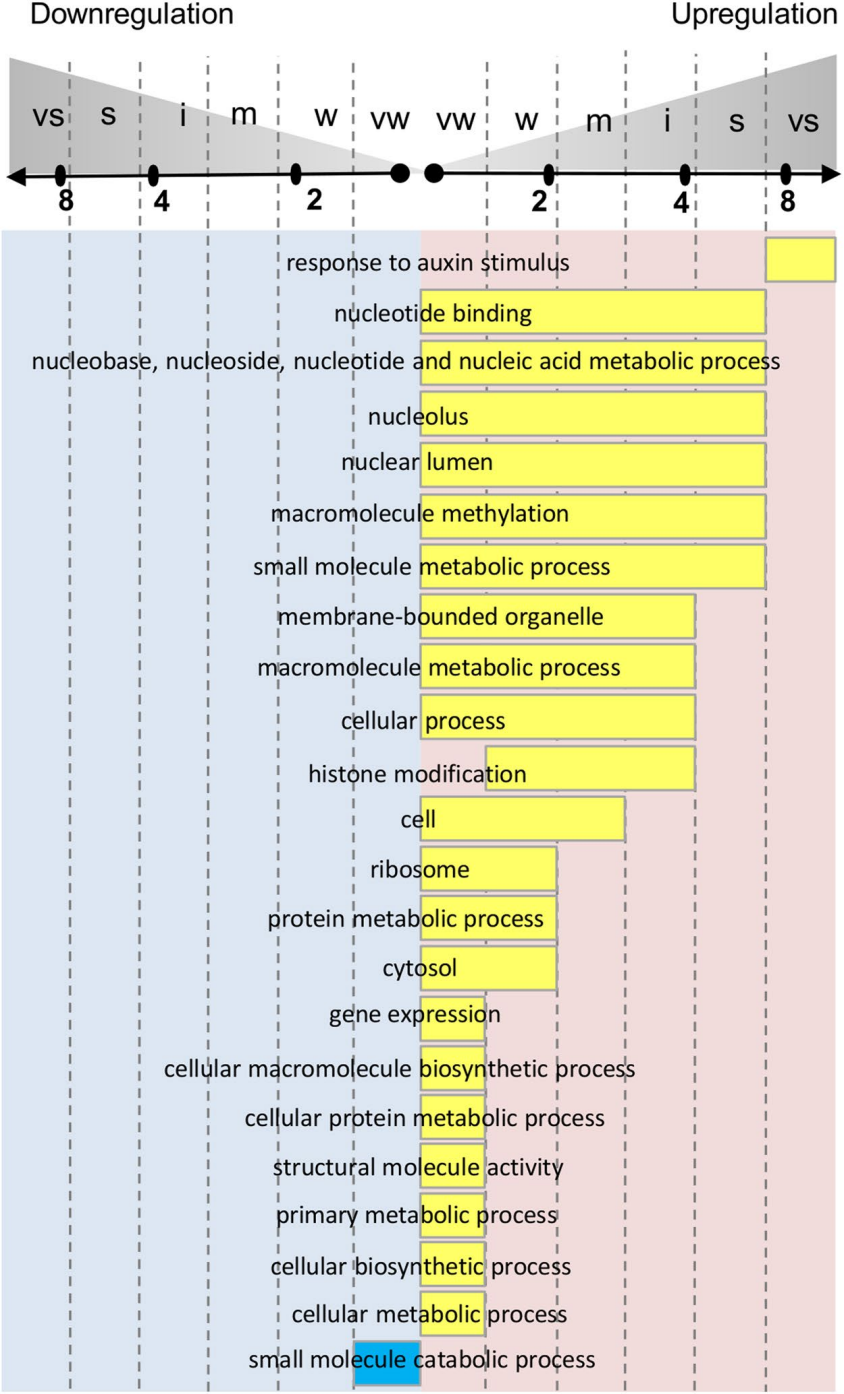
The functional gene groups fold-change-specifically responded to auxin in two independent experiments (current work and Lewis *et al*.^7^). Specific fold change intervals are depicted from RNA-Seq data and are designated in Figs 2 and 4. For details see Supplementary Tables 6 and 7.

This analysis independently confirms that functional categories stratify by the amplitude of fold changes through auxin transcriptional response. From them, only one category, ‘response to auxin stimulus’, with quick and very strong upregulation was most frequently reported as enriched in DEGs^3, 6, 7^, while the rest functional groups (Supplementary Table 4) has not been associated with specific amplitudes of response. These findings are particularly important because fold-change-specific responses with lower magnitude are much more significant and regulate a much greater number of genes (Supplementary Table 4).

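Of the families that respond to auxin early, Aux/IAA and GH3 genes had higher median folds than matched lists at 6 h, while SAUR genes did not. Of 27 measured Aux/IAA genes, 16 are higher, 1 lower and 10 not called in the authors' deposited table (16 and 1 when adjusted over the list alone). SHY2 rose 10.7-fold and PAP1 (AT3G16500) 7.35-fold, while IAA28 fell 2.30-fold in the authors' deposited table. GH3 genes had 8 higher and 0 lower of 16 in the authors' deposited table (8 and 0 when adjusted over the list alone). Median log2 folds were 1.75 for Aux/IAA and 1.57 for GH3 genes, both above all of 10000 matched lists. Over the 9 GH3 genes with a mean of at least 10, the median was 4.85. Without 3 auxin response factor genes that share the alias IAA, 15 of 24 Aux/IAA genes are higher and 1 lower in the authors' deposited table, with a median log2 fold of 1.80. Of 13 LBD genes, 5 are higher and 0 lower in the authors' deposited table (5 and 0 when adjusted over the list alone), with LBD18 at 26.3-fold. The LBD genes did not pass the interval test, with 4 of 5 very strong (Fisher's exact test, adjusted p = 0.763). SAUR genes were little seen: of 22 measured with a finite fold, 1 is higher and 0 lower in the authors' deposited table (2 and 0 when adjusted over the list alone), with a median mean count of 7.65 and a median log2 fold of −0.19 (matched lists −0.56 to 0.55). The 22 include SAUR21 (AT5G01830), whose product is named an ARM repeat protein. Outside the 22, the SAUR gene AT4G12410 is listed at 0 in control and passes the authors' adjusted p after IAA. Auxin transporters had 7 higher and 0 lower of 18 in the authors' deposited table (8 and 1 when adjusted over the list alone), among them AUX1 at 3.93-fold. Receptors and auxin response factors had 4 higher and 0 lower of 23 in the authors' deposited table (4 and 0 when adjusted over the list alone), with ARF19 at 3.80-fold, ARF16 at 4.44-fold and ARF4 at 3.80-fold. The 23 include the ADP-ribosylation factor genes AT1G23490 and AT2G24765, which share the symbol ARF. Of the 8 GH3 UGs, 6 were very strong, or 75% against 16.0% of other UGs (one-sided Fisher's exact test, adjusted p = 0.0950), and with log2 mean count in a logistic regression in place of Fisher's exact test the adjusted p was 1.58e-05 (1.58e-05 to 1 over the alternatives). Of 14 UGs with the note term response to auxin stimulus, tested only after the data were examined, 8 were very strong (Fisher's exact test, adjusted p = 0.110). In the logistic regression, the adjusted p was 0.00496 for strong to very strong. The paper states that this category alone was often reported before, and that the other groups had not been tied to an amplitude.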

### cis-regulatory elements responsible for fold-change-specific auxin responses

Next, we investigate to which degree the observed fold-change-specific auxin responses might be explained by association with potential cis-regulatory elements. The fast primary auxin response is mediated through the ARF family of transcriptional factors, which binds TGTC-containing cis-regulatory elements^13^. While several TGTCNN hexamers are associated with auxin-responsive gene expression in general^14^, we investigate here if there are motifs associated with fold-change-specific auxin response.

Therefore, we tested all possible hexamers for enrichment in 5′ upstream regions of the genes whose expression levels changed in a fold-change-specific manner in the RNA-Seq data. We adapted the two-step procedure for estimation of statistical significance of a fold-change-specific response for the motif enrichment study (Materials and Methods). First, we identified the hexamers significantly enriched in 5′ upstream regions of auxin-responsive genes using the whole-genome data, which yielded 41 hexamers - 31 in DGs and 11 in UGs (Supplementary Table 8). 

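Hexamers were counted upstream of UGs and DGs and compared with other measured genes. The regions ran from 1500 bp upstream of the transcription start to the start codon, in 27562 nuclear protein-coding genes of TAIR10.1, of which 20184 were measured. Against the other measured genes, 10 of 2080 hexamers passed in UGs and 19 in DGs (one-sided Fisher's exact tests over 21 sets). All 10 and all 19 are in Supplementary Table 8 for the same direction. In the second step, 9 of the 10 passed in UGs and 0 of the 19 in DGs. Without the 5' UTR, GGCCCA alone passed in UGs, in both steps, with 50.2% of very weak to weak UGs against 30.9% of the others (Fisher's exact test, adjusted p = 3.38e-06). None of the 16 TGTCNN hexamers, the sites of auxin response factors, passed the first step: the smallest p in UGs was 0.0221, for TGTCCC, and in DGs 1.91e-04, for TGTCAT (one-sided Fisher's exact tests, unadjusted).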

Second, we tested fold-change-specificity of the auxin response for genes with these hexamers in their upstream regions, which returned nine hexamers significantly enriched in the gene groups upregulated by auxin within the same interval of fold changes (Fig. 7). The remaining motifs were non-fold-change-specifically enriched.

**Figure 7:**
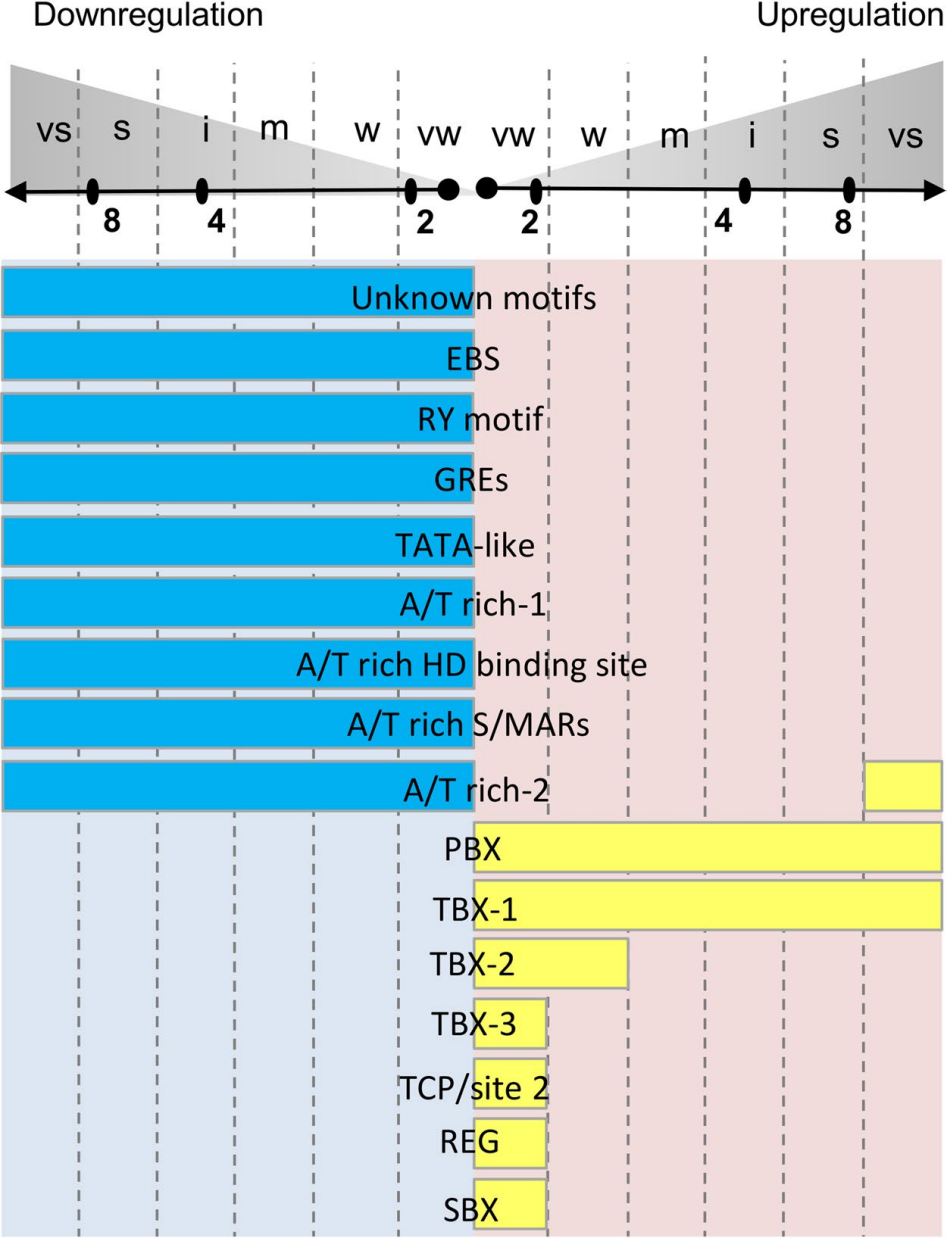
cis-Regulatory motifs found enriched in the upstream regions of the genes responded to auxin within certain fold change intervals. Unknown motifs (atacta/tagtat, atagta/tactat; atatga/tcatat, atatgt/acatat, taatag/ctatta, tatgta/tacata); EIN3-binding site EBS (atacat/atgtat)^30^; B3-family binding RY motif (tgcatg/catgca)^31^; bZIP-binding GRE/ABRE motifs (tacgtg/cacgta; acacgt/acgtgt, acgtgg/ccacgt)^32^, TATA-like (aatata/tatatt, actata/tatagt, atataa/ttatat, atatac/gtatat, atatag/ctatat, tataac/gttata, tatata, tatatg/catata; atatat)^33^; A/T rich-1 (aataat/attatt, aattat/ataatt, ataata/tattat, attaat, attata/tataat, taaata/tattta, tattaa/ttaata); A/T-rich Homeodomain (HD) binding site (taatta)^34^; A/T-rich S/MARs (aatatt)^35^; A/T rich-2 (atatta/taatat); PBX (atgggc/gcccat); TBX-1 (ttaggg/ccctaa), TBX-2 (aaccct/agggtt, acccta/tagggt), TBX-3 (aaaccc/gggttt, ctaggg/ccctag, SBX (aagccc/gggctt)^17^; TCP/site2^16, 21^ (agccca/tgggct, tgggcc/ggccca); REG (aggccc/gggcct)^17, 18^. For more detailed descriptions see Supplementary Table 8.

Among the hexamers identified, many were known, but none were previously associated with auxin (Fig. 7; Supplementary Table 8). 

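Hexamers of the telo-box type and others passed in intervals of UGs. The telo-box hexamer CCCTAA did not pass the second step, with 72.9% of very weak UGs against 60.3% of the others (Fisher's exact test, adjusted p = 0.843). ACCCTA occurs in 80.2% of very weak to weak UGs and in 55.4% of the other UGs (one-sided Fisher's exact test, adjusted p = 8.77e-10). AGGCCC occurs in 51.2% of very weak UGs and in 24.8% of the others (Fisher's exact test, adjusted p = 1.21e-06). GGCCCA, the complement of TGGGCC, occurs in 56.8% of very weak to weak UGs and in 33.9% of the others (Fisher's exact test, adjusted p = 1.91e-07). AACCCT was enriched from very weak to moderate, in 83.7% against 60.5% of the other UGs (Fisher's exact test, adjusted p = 7.60e-11). In very weak UGs, AAGCCC and AGCCCA passed as well, at adjusted p of 0.00137 and 3.89e-04 from Fisher's exact test. Of the ribosomal protein UGs, 97.4% carry ACCCTA and 85.5% GGCCCA, against 60% and 36.7% of the other UGs. Ribosomal protein genes that were not called carry them in 76.3% and 62.2% of cases. Very weak UGs with a region number 129, and 48 of these are in the list of ribosomal proteins, with the elongation factor gene LOS1 among them. Without ribosomal protein genes, 6 of the 10 hexamers passed the second step, 0 of them with a best interval of very weak or very weak to weak. AACCCT, ATGGGC and CCCTAG kept their interval, and AAACCC, ACCCTA and AGGCCC passed at a wider one than before. At the very weak to weak interval itself, a test added after the values were seen, ACCCTA still passed without ribosomal protein genes, in 73.8% against 54.8% of the other UGs (Fisher's exact test, adjusted p = 4.88e-04). The other 4 of the 5 hexamers that had passed in the very weak or very weak to weak interval did not, with adjusted p from 0.127 to 1 (Fisher's exact test).

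**Figure D4:**
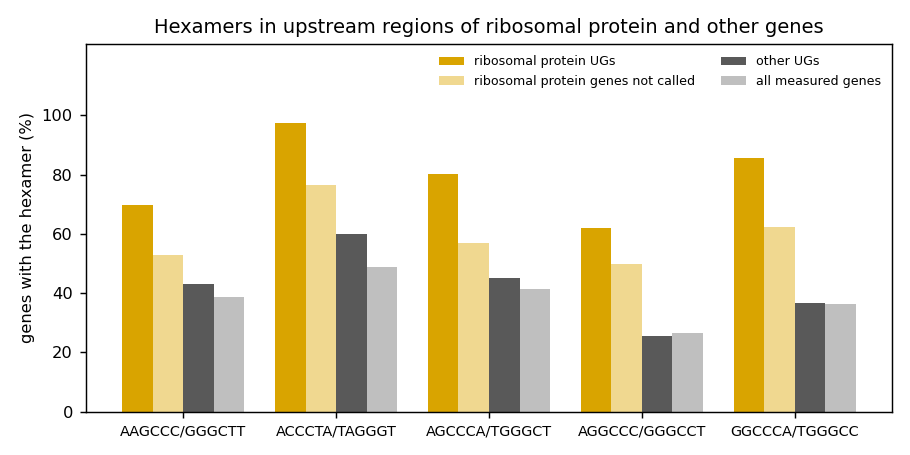
Share of genes with each of 5 hexamers in the upstream region (5' UTR included), for ribosomal protein UGs, ribosomal protein genes that were not called, other UGs and all measured genes. ACCCTA is carried by 97.4% of ribosomal protein UGs and 48.8% of all measured genes.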

We identified TBX-3 (aaaccc, ccctag), TBX-2 (aaccct, acccta), SBX (gggctt)^15^, TCP/site2 (tgggct, tgggcc)^16^ and REG (aggccc)^17, 18^ specifically enriched in very weakly upregulated genes. TBX-2 (aaccct, acccta)^15^ was associated with a bit wider fold change interval (very weak to weak). An interesting A/T-rich motif taatat, was significantly enriched for genes very strongly upregulated by auxin, but it also enriched not fold-change-specifically for DGs. 

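Upstream regions of very strongly induced genes were examined for TAATAT. It did not pass the first step in UGs at the threshold set in advance. At a threshold of 0.05 divided by 21 sets and 2080 hexamers, chosen after the values were seen, TAATAT passed: it occurs in 99.2% of very strong UGs and in 87.6% of the other UGs (one-sided Fisher's exact test, adjusted p = 7.73e-04). In DGs at the same threshold, it occurs in 94.8% of strong to very strong genes and in 92.7% of the others (Fisher's exact test, adjusted p = 1).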

The motif has been described previously as a cis-element in promoters of plant histone genes specifically bound by proteins activating histone expression during the G1/S transition^19^.

We can conclude that the presence of specific cis-elements in gene promoters may mediate fold-change-specific transcriptional shifts in response to auxin. The question for further study arises: which transcription factors mediate the fold-change-specific response via found cis-elements?

## Discussion

Coordinated expression of genes belonging to the same pathways has been repeatedly suggested^2, 3, 6, 7^. Here, we provide evidence that for some pathways, the involved genes respond to a factor not only unidirectionally but also within a certain interval of fold changes. The factor we study here is auxin, a phytohormone that simultaneously regulates many molecular-genetic processes in a cell, but there is no understanding of how it diversifies its effects on different processes.

We utilized GO^20^ and developed a bioinformatics method to estimate fold-change-specific transcriptional responses (see Materials and Methods). Intriguingly, we found many GO terms specifically overrepresented in genes with similar folds of response to auxin (Supplementary Table 4; Fig. 4, Supplementary Figs 1 and 2). These findings suggest a fine regulation of genes participating in the same biological processes (or having the same molecular functions or associated with the same cell components).

We obtained some initial insight that fold-change-specific response might be mediated by special transcription factors, whose footprints we detected as the hexamers enriched in the upstream regions of genes fold-change-specifically upregulated by auxin (Fig. 7). Presumably, these transcription factors mediate the secondary auxin response, which is still poorly understood. Among the hexamers associated with transcription activation in response to auxin, there is a so-called PBX/TBX/SBX module, a composition of three cis-elements that controls condition-specific diurnal and circadian transcription^15^. In our data, PBX and TBX-1 did not show fold specificity; TBX-2, TBX-3 and SBX were associated with weak auxin response. These results agree with previously reported data on the molecular mechanisms synchronizing cell cycle with protein synthesis^15^, but we also found that auxin plays a major role in regulation of both processes and their connectivity.

In addition to the motifs, whose fold-change-specific response associations might be explained by transcriptome cycling, we identified hexamers that might mediate fold-change-specific transcription irrespective of diurnal rhythms. Namely, very weakly regulated UGs were also enriched for TCP/site2 and REG motifs (Fig. 7). TCP/site2, the binding site for AtTCP20^16^, was enriched in upstream regions of the genes encoding cytoplasmic, mitochondrial and chloroplast ribosomal proteins^21^. The transcription factor for REG was unknown, but this cis-element peaked in the proximal promoter^17^ and was overrepresented in salicylic acid-repressed genes^18^.

Although various aspects of auxin’s influence on cell metabolism in plant roots have been described earlier^3, 6, 7^, applying the fold-change-specific approach for functional annotation made the auxin regulation map more comprehensive. This approach revealed that auxin realizes a well-balanced and thrifty strategy that allows a cell to save its resources during division. On the system level, an increase in auxin levels leads to mobilization of two processes in the root cell: gene expression and cell proliferation, whereas almost all processes not corresponding to these purposes are inhibited (Fig. 4). We showed that gene expression regulation has three bottlenecks tightly regulated by auxin (Fig. 5). The first is at the level of epigenetic regulation of transcription, where auxin fold-change-specifically (from weak to strong levels) upregulates genes related to histone and chromatin modification. Histone modification is a key step in the auxin signaling pathway, as Aux/IAA proteins recruit TPL/TPR histone deacetylases to repress ARF-mediated transcription^2, 22^ Long-term treatment with a histone deacetylase inhibitor trichostatin A (TSA) completely blocked the auxin response in roots^23^.

The second bottleneck is at the level of translation, which auxin activates only weakly. Recently, mutants in subunits of *Arabidopsis* Elongator, a protein complex modulating translational efficiency via maturation of tRNAs, have been shown to exhibit defects in auxin-controlled developmental processes^24^. Our pipeline suggests that RNA methylation is the third stage of gene expression machinery tightly regulated by auxin. Indeed, RNA methylation plays an important role in gene expression by stabilizing transcripts^25, 26^ however, the result might be influenced by mis-annotation of proteins mediating DNA methylation.

## Conclusion

Here, we developed a novel bioinformatics approach to identify coordination in the response trajectories of biological processes. The application of this approach to an auxin-responsive transcriptome provides a more comprehensive map of auxin action in the root cell and shows the presence of bottlenecks in auxin-regulated gene expression. Coordination in fold changes of auxin response in gene transcription can be explained by involvement of yet-uncharacterized transcription factors whose binding sites we detected as overrepresented fold-change-specific cis-regulatory motifs. The next questions involve how such a system unwraps over time and what would occur if the fold-change-specific response was partly disrupted.

## Materials and Methods

### Plant growth and treatment conditions

*Arabidopsis* Col-0 seeds were surface-sterilized and vernalized for 7 days at 4 °C. Seedlings were grown vertically at 22 °C and 150 µmol m^−2^ s^−1^ under a 16-h light/8-h dark cycle on 1/2 Murashige and Skoog (MS) media (Sigma). Three days after germination (dag), seedlings were incubated in liquid 1/2 MS and 1/2 MS supplemented with 1 µM IAA for 6 h. Roots were collected in liquid nitrogen for three biological replicates. Each replicate contained approximately 100 roots.

### RNA preparation

Total RNA from the roots was extracted using TRIzol^®^ Reagent (Ambion, Cat. Num. 15596-018) and DNaseI (Promega), and total RNA yields were measured using an Invitrogen^®^ Qubit™ fluorometer and Agilent Bioanalyzer 2100 microfluidics (Agilent, Santa Clara, CA). Complementary DNA was synthesized using a Revert Aid First Strand cDNA Synthesis Kit (Thermo SCIENTIFIC, USA).

### Transcriptome sequencing

Ribosomal RNA depletion was performed using a RiboMinus™ Plant Kit for RNA-Seq (Invitrogen™), according to the manufacturer’s instructions. Five micrograms of RNA with an RNA integrity number (RIN) of 7.9–9.0 was used. Three hundred nanograms of ribo-depleted RNA was taken for SOLiD cDNA barcoded fragment library construction using a SOLiD™ Total RNA-Seq Kit (Applied Biosystems™). cDNA libraries were amplified by PCR with 16 cycles following the recommendations of the sample preparation protocol. Library concentrations and quality were assessed using an Agilent Bioanalyzer 2100 (Agilent Technologies, USA) and had an average length of ~250 bp. e-PCR (emulsion quantitative polymerase reaction) was performed with a library concentration of 60 pmol. After enrichment, 40 M beads from individual samples were combined, six per line, and were sequenced using SOLiD5500 technology (Applied Biosystems, USA) with a 60-bp read length. From 16 M to 26 M high-quality reads for individual samples were collected.

### Primer design and qRT-PCR analysis

Primers for qPCR were designed using PrimerQuest and PrimerBLAST (Supplementary Table 2). qRT-PCR was performed using an EvaGreen supermix (Bio-Rad) and a CFX-96 real-time thermal cycler (BIO-RAD, USA).

### RNA-Seq data preprocessing

Raw reads were mapped onto the *Arabidopsis* genome (TAIR10) using SHRiMP (v2.2.3)^27^. Uniquely mapped reads were counted using the htseq-count program with the annotation file from TAIR10^28^. The DEGs were detected using the Bioconductor package DESeq^29^. As we investigated specificity in response to auxin, we filtered out the transcripts whose fold changes tended to zero or infinity. The genes were defined as DEGs if the Benjamini–Hochberg adjusted p-value was smaller than 0.05. Further functional annotation analysis was performed with 789 genes significantly upregulated and 659 genes downregulated by auxin.

### Microarray data processing

Time course microarray data with different durations of auxin treatment (0, 0.5, 1, 2, 4, 8, 12, 24 h)^7^ were taken from the Gene Expression Omnibus (GEO) database. The genes were defined as DEGs if the Benjamini–Hochberg adjusted p-value was smaller than 0.05. Only 4-, 8- and 12-h datasets were taken for further analysis, as they showed more than 100 DEGs.

### Functional enrichment analysis to study fold-change-specific responses

To perform functional annotation of the genes with similar folds of response, DEGs in the RNA-Seq data were ranked by fold-changes and subdivided into three, four, six or eight gene subsets that were equal in size (quantiles). UGs and DGs were analyzed separately.

By uniting the neighboring quantiles, for example, quantiles with very weak and weak fold changes or very weak, weak and moderate changes, gene subsets integrating several fold change intervals were created (Fig. 2A). Separately, UG and DG groups in 6-quantile calculations formed 21 gene sets, including the whole UGs or DGs set. Functional annotation of the resulting gene sets was performed using the AgriGO SEA tool^12^ with Fisher’s exact test. To account for multiple testing, a Bonferroni correction was applied for *p*-values, adjusting them by the number of GO terms and the number of tested intervals. The GO terms that were significantly enriched (adjusted *p*-value < 0.001) for at least one gene set were selected for further analysis.

For each pre-selected GO term and each fold change interval, we analyzed the classical contingency table (Table 1) by Fisher’s exact test. If the minimal *p*-value over all 20-fold intervals was lower than the threshold for the multiple test correction (Fisher’s exact test, Bonferroni corrected for the GO terms and the number of intervals), the GO term was considered as fold-change-specifically regulated by auxin. The remaining terms were considered to be not fold-change-specific.

The analysis for 6-quantiles was described in detail in the Results section, and the exact fold thresholds are shown in Fig. 2A. The robustness of this procedure was studied in the tests with 3-, 4- and 8-quantiles. Despite the numbers of fold-change-specific GO terms differed in these tests (Supplementary Table 5), the meaningful results were similar to 6-quantiles (Figs 3–5; Supplementary Figs 1 and 2).

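With other numbers of groups, ribosomal proteins, translation factors and root hairs held their places. Ribosomal protein UGs passed with 3, 4 and 8 quantiles at adjusted p of 1.50e-22, 7.82e-25 and 3.04e-24 (one-sided Fisher's exact tests). Translation factors passed with 3, 4 and 8 quantiles too, at 4.07e-06, 2.60e-05 and 1.01e-04 (one-sided Fisher's exact tests, adjusted p). Root hair DGs passed at 1.67e-05, 0.00679 and 5.77e-04 (one-sided Fisher's exact tests, adjusted p). Nucleolus and ribosome biogenesis UGs did not pass with 3 quantiles (adjusted p = 1) or among genes whose mean allowed a call under 2-fold (adjusted p = 0.205), and passed with 4 and 8 quantiles at 9.47e-06 and 3.68e-05 (Fisher's exact tests). Of these numbers, lateral root initiation UGs passed with 4 quantiles (Fisher's exact test, adjusted p = 0.0397) and GH3 UGs with 8 (Fisher's exact test, adjusted p = 0.0308). Lateral root initiation UGs also passed with log2 mean count in the logistic regression that replaced Fisher's exact test (adjusted p = 0.0402; 0.0397 to 0.218 over the alternatives). GH3 UGs also passed in that regression, and among genes called at an authors' adjusted p under 0.01 (Fisher's exact test, adjusted p = 0.0192).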

### Search for cis-regulatory motifs associated with the fold-change-specific response

Putative cis-regulatory elements were analyzed in [−1500; 5′ untranslated region (UTR)] regulatory regions taken from TAIR10. We searched for 2080 independent hexamers within these regions. From a total of 4^6^ = 4096 possible hexamers, complementary pairs were considered to be one variant, e.g., aaccaa/ttggtt, and there were some self-complementary hexamers, e.g., aaattt. Enrichment of a hexamer in the gene set responding to auxin within a certain interval of fold changes was estimated by a similar two-step procedure: (1) versus the whole genome set of 5′ upstream regions and (2) versus the 5′ upstream regions of all UGs or DGs. To account for multiple testing, Bonferroni corrections were applied at each step for the number of independent hexamers and the number of tested intervals.

### Data availability

Preprocessed RNA-Seq data for auxin treatment (6 h, 1 µM IAA) in *Arabidopsis thaliana* roots is in Supplementary Table 1. The raw data is available at NCBI Gene Expression Omnibus, accession GSE97258.

## Electronic supplementary material

Supplementary Table 1

Supplementary Table 4

Supplementary Table 5

Supplementary Table 6

Supplementary Table 7

Supplementary Table 8

Additional information

How the deposited data were processed for this re-analysis (not part of the article)

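Roots of Arabidopsis seedlings 3 days after germination were treated with 1 µM IAA or left untreated for 6 h, with 3 libraries per group according to the paper and the sample labels. The paper states that reads were mapped to TAIR10 with SHRiMP, that uniquely mapped reads were counted with htseq-count, and that the authors compared the groups with DESeq, whose version the paper's text does not name. The signal values in the authors' deposited table are mean read counts per group, divided by size factors before deposit. The fold values in the authors' deposited table are the IAA mean over the control mean, and differ from that quotient by at most 0.8% where both means are at least 10. The p-values are those of the authors' test, as deposited, with their Benjamini-Hochberg adjustment, which differs by at most 0.00285 from one recomputed over all 20423 genes. The log2 column held garbled entries, so log2 values were taken from the folds.

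The deposited values hold 0 values per library. No count model was refitted, no library was left out, no error or depth per library is given, and no regrouping of libraries was possible. UGs and DGs are therefore the authors' calls: an adjusted p under 0.05 with a finite fold above 0. IDs were paired with the TAIR10.1 annotation by locus tag, and 23 nuclear IDs were left unpaired.

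UGs and DGs were ranked by fold and divided into 6 groups of equal size. In the interval test, called members of a list were compared inside and outside 20 intervals of neighbouring groups with the other UGs or DGs by one-sided Fisher's exact tests, with Bonferroni adjustment over intervals and lists with at least 5 called members. The 30 gene lists and 8 marker sets were defined from symbols and product names, and some took in genes of other families. These were above all the lists of RNA methyltransferases, mitosis, cytosolic ribosomal proteins and phenylpropanoid metabolism and the root cap markers. Results without those members were computed as well. The lists cover auxin genes (Aux/IAA, GH3, SAUR, LBD, transporters, receptors with response factors), protein synthesis (cytosolic and organellar ribosomal proteins, translation factors, aminoacyl-tRNA synthetases, nucleolus, RNA methyltransferases), chromatin and division (chromatin modifiers, histones, cyclins, DNA replication, mitosis), transport and metabolism (aquaporins, nitrate, mineral ions, peroxidases, expansins, glucosinolates, phenylpropanoids, glycolysis), development (root hair, lateral root initiation) and hormones (ethylene, cytokinin, brassinosteroid). The marker sets cover shoot and photosynthesis, seed storage, root cap, endodermis, xylem, phloem, stem cell niche, and hypoxia with wounding. The median and, for genes with a mean of at least 10, the SD of log2 folds of each list were set against 10000 random lists of the same size matched on mean count in 20 bins. Lists past the interval test were also matched one to one on mean count, at the interval found there. The p from these draws was not adjusted over intervals and lists. Rank correlations used 100000 permutations. Terms in the gene notes of the reference were tested in the same steps among measured genes with terms.

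Upstream regions reached from 1500 bp before the transcription start to the start codon. Presence of 2080 hexamers, both strands as one, was tested in 21 sets against the other measured genes at 0.001 divided by sets and hexamers, and then in 20 intervals against the other called genes at 0.05 divided by the intervals and by the number of hexamers past the first step in that direction.

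Genes named in the text are those the paper names, the 10 UGs and 10 DGs with the smallest authors' p, the 3 per direction with the largest finite fold, and in each list up to 4 called members per direction with the smallest p, or any member of lists of up to 12 genes, where the reference gives a name. The leading genes of Supplementary Table 1 had been seen by ID when this rule was set. Gene lists, main tests, the naming rule and most alternatives were fixed before the data were examined. The alternatives were other gene sets for the Benjamini-Hochberg adjustment, stricter thresholds, minimum means, 1 added to each mean, other numbers of groups, a logistic regression with log2 mean count, and other regions, backgrounds and counting for hexamers. Added later were the adjustment over nuclear genes with a finite fold, lists without members of other families, and other thresholds for hexamers. All tests of terms in the gene notes were also added after the data were examined.

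The steps were tested on simulated data. The interval test recovered 100% of lists placed in the very weak to weak interval and passed 0.5% of random lists of 20 genes. Lists drawn by mean count alone had p under 0.05 in 99.7% of cases with Fisher's exact test and in 1% with the logistic regression. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used. The microarray sets the paper compares were not used here, nor were its GO annotations.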

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

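All tests in this part were chosen only after the values were seen, and so were the genes named. Genes that stand at 0 in one group have no finite fold and lie outside the UGs and DGs of the paper. In the authors' deposited table, 21 genes are listed at 0 in control and pass the authors' adjusted p after IAA, and 24 are listed at 0 after IAA and pass in control. They stood out as a signal in genes the paper does not report on.

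Of the genes listed at 0 in control, those named are the 3 with the highest mean and the members of the gene lists. CLE44, which encodes a peptide signal of vascular development, is listed at 0 in control and at an authors' mean of 43.94 after IAA in the authors' deposited table. AT5G22430 stands at 33.76 and the ubiquitin ligase gene ATL63 at 30.46 after IAA in the authors' deposited table. ACS9, an enzyme of ethylene synthesis, stands at 18.17, the SAUR gene AT4G12410 at 16.03 and the Aux/IAA gene IAA30 at 12.85 after IAA in the authors' deposited table.

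The same choice was made among genes listed at 0 after IAA. AT4G12520 and AT4G12510, neighbouring paralogs whose shared reads leave each value uncertain, are listed at 0 after IAA and at 123.9 and 107.49 in control in the authors' deposited table. AT4G22666 stands at 32.27 in control in the authors' deposited table. The xyloglucan enzyme genes XTH13 and XTH21 stand at 17.67 and 9.06, and the root hair gene RHS8 at 12.69 in control in the authors' deposited table. MYB28, a regulator of glucosinolate synthesis, stands at 15.45 and the cytokinin oxidase gene CKX4 at 9.20 in control in the authors' deposited table. No fold can be given for these genes, and no explanation was tested.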

How the results depend on the processing

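Tests with the adjustment over nuclear genes, lists without other families, the very weak to weak interval without ribosomal protein genes and the 0.05 hexamer thresholds were chosen only after the results were seen. No result past its test reversed, but the median of the root cap markers, inside the matched range, turned from −0.21 to 1.96 without members of other families, 4 of 9. List medians kept their side of the matched range in 121 of 127 cases, interval tests of single lists kept their side of the threshold in 146 of 161, and counts of called genes stayed within 1.5 times in 13 of 16. At an adjusted p under 0.01, the authors' deposited table holds 402 DGs, against 640, since the threshold is stricter. With 1 added to each mean, the largest fold was 51.5 in UGs and 46.0 in DGs, since genes near 0 carry it. In the authors' deposited table, 8 organellar genes have an unadjusted p under 0.05, and 1 passed with the adjustment over genes with a finite fold. With a minimum mean of 50, 5 lists had an SD under the matched range, against 8: organellar ribosomal proteins, DNA replication and xylem markers had too few members left to be tested, aminoacyl-tRNA synthetases no longer passed and ethylene genes newly did. Nucleolus genes no longer passed the interval test with 3 quantiles (adjusted p 1) or among genes whose mean allowed a call under 2-fold (0.205), over a range of 9.47e-06 to 1. Translation factors no longer passed the interval test with log2 mean count in the regression (adjusted p 0.131) or among genes whose mean allowed a call under 2-fold (0.0604), over a range of 4.07e-06 to 0.131. The DG lists past the interval test numbered 4 with log2 mean count in the regression and 2 among genes whose mean allowed a call under 2-fold, against 1. Aquaporins and peroxidases passed in both, and root hair and glucosinolate genes in the regression alone. Root hair genes had too few members in the other. The cause was not tested. Without the 5' UTR, 1 hexamer passed step 1 and 1 step 2 in UGs, against 10 and 9, and the cause was not tested. For DGs, 45 passed step 1 at 0.05 over sets and hexamers, 51 with all nuclear genes as background too, and 83 by number of occurrences, of which 1 passed step 2, and the cause was not tested.

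No paired analysis was possible because the values are one mean per group, without values per library. For the same reason, alternatives on counts per library were not run. Depth limits small folds to genes with high counts: among UGs called with a fold under 2, the lowest mean was 90.5.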

Differences from the paper's values

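Tests with the adjustment over nuclear genes, the 0.05 hexamer thresholds and the reading of Fig. 1 were chosen only after the values were seen. So were the tests of terms in the gene notes. For DGs, the paper's count of hexamers past the first step is 31, and 19 passed here. Of the alternatives set before the data were examined, 26 with 500 bp upstream and the 5' UTR came within 1.5 times the paper's count. The counts of 20 with all nuclear genes as background, 13 without the 5' UTR and 83 by number of occurrences did not. A first-step threshold of 0.05 over sets and hexamers, chosen after seeing the values, gave 45, within 1.5 times. Supplementary Table 8 itself prints this value, 1.14e-06, as the result of 0.001/21/2080. With all nuclear genes as background as well, again chosen after seeing the values, it gave 51, which hold 30 of the paper's 31 and drop 1.

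Called genes number 771 UGs and 640 DGs at the authors' deposited adjusted p under 0.05, where the paper's counts are 789 and 659. With the Benjamini-Hochberg adjustment over nuclear genes with a finite fold, chosen after seeing the values, 789 and 659 were called, and 0 of the paper's genes are dropped. The adjusted p-values printed in Supplementary Table 1 point to the same set. Their adjusted p times rank over p had a median of 18039, the number of nuclear genes with a finite fold. In the authors' deposited table, 37 genes of Supplementary Table 1 have an adjusted p of 0.05 or more, up to 0.0548.

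The paper places the TBX-3 hexamers in very weakly upregulated genes. AAACCC was enriched from very weak to intermediate and CCCTAG from very weak to moderate. For AACCCT, which the paper places from very weak to weak, the interval was very weak to moderate, and very weak to weak by number of occurrences. GGCCCA, the complement of TGGGCC, was enriched from very weak to weak. AAGCCC, AGCCCA and AGGCCC had the very weak interval the paper gives. Of the paper's hexamers, TAATAT passed only at the 0.05 thresholds chosen after seeing the values. ATGGGC, the PBX hexamer, passed here, whereas the paper reports PBX as not specific in fold. The 9 hexamers past the second step here are thus not the same set as in the paper. In Supplementary Table 8, 77 of 397 values given as step 2 p-values are above 1, up to 1.27.

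The paper places histone modification, RNA methylation and response to auxin in fold intervals of their own. Here the lists of chromatin modifiers and of RNA methyltransferases gave no interval past the test, the latter with too few UGs to be tested. These lists, with 13 and 4 UGs, are not the GO terms that the paper tested. They therefore cannot decide whether those terms hold an interval. The note term response to auxin stimulus had an adjusted p of 0.110 in the very strong group (Fisher's exact test). With log2 mean count in the regression, it was 0.00496, from strong to very strong.

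In Fig. 1, the label PIN3 stands beside a point below 0 on both axes and so does MAKR6, while their log2 fold changes in the authors' deposited table are 2.07 and 5.45. NRT1.5, which fell by 3.74 on the log2 scale in the authors' deposited table, stands beside a point near 0 on the vertical axis. EBF2 stands at about 3.6 on the RNA-Seq axis in Fig. 1, read by eye, and has a log2 fold change of 0.54 in the authors' deposited table. SAUR75 stands beside a point at about 3.6 in Fig. 1, read by eye, and is listed at 0 in control in the authors' deposited table. For 8 of 8 named genes with a finite fold, the authors' deposited log2 fold lies within 0.03 of the vertical coordinate of a point, the axis labelled RT-PCR, and for 1 of 8 within 0.03 of a horizontal one. The paper gives an R2 of 0.91. Over the 29 points located by processing the image of Fig. 1, Pearson's r is about 0.91 and its square about 0.82.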

Other observations

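Tests on the steps of the low means were chosen only after that pattern was seen, as were lists without members of other families and the test of hexamers at the very weak to weak interval without ribosomal protein genes. Most genes of the cell wall and hormone lists were not called. Of 41 expansin and xyloglucan enzyme genes, 3 are higher and 4 lower in the authors' deposited table (3 and 6 when adjusted over the list alone). EXPA1 and EXPA4 rose 29.1-fold and 26.2-fold, while EXPA18 and XTH14 fell 11.4-fold and 4.42-fold in the authors' deposited table. The list's median log2 fold was −0.33, at the lower edge of matched lists. Of 43 ethylene genes, 2 are higher and 1 lower in the authors' deposited table (2 and 1 when adjusted over the list alone), with ERF11 rising 11.3-fold. Their median log2 fold was 0.21, inside the matched range, and 0.45 without members of other families (matched lists −0.33 to 0.34). Of 30 cytokinin genes, 0 are higher and 1 lower in the authors' deposited table (2 and 3 when adjusted over the list alone), and the response regulator gene RR3 fell 4.03-fold. The median log2 fold of the cytokinin genes was −0.11. In brassinosteroid synthesis, 2 of 11 genes are higher and 1 lower in the authors' deposited table (2 and 1 when adjusted over the list alone), with a median log2 fold of −0.30. DWF4, which catalyses an early step, rose 6.51-fold and BR6OX2, which catalyses the last, fell 3.73-fold in the authors' deposited table.

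Few markers of cell types were called, apart from shoot and photosynthesis markers (9 lower) and endodermis markers (3 lower). Of 8 phloem markers, 1 is lower and 0 higher in the authors' deposited table (1 and 0 when adjusted over the list alone), with a median log2 fold of −0.61 (matched lists −0.82 to 0.78). Of 9 xylem markers, 0 are higher and 0 lower in the authors' deposited table (0 and 0 when adjusted over the list alone), 2 have an unadjusted p under 0.05, and their median log2 fold was −0.60 (matched lists −0.66 to 0.72). Of 9 root cap markers, 1 is higher and 0 lower in the authors' deposited table (1 and 1 when adjusted over the list alone), where CEL5 rose 39.1-fold, with a median log2 fold of −0.21, inside the matched range. But 4 of these 9 share only an alias with a root cap gene. Of the other 5, 1 is higher and 0 lower in the authors' deposited table (2 and 0 when adjusted over the list alone), with a median log2 fold of 1.96 (matched lists −1.27 to 1.13) at a median mean count of 4.56. Of 6 stem cell niche markers, 0 are higher and 0 lower in the authors' deposited table (0 and 0 when adjusted over the list alone), 1 has an unadjusted p under 0.05, and their median log2 fold was 0.05, inside the matched range. Of 15 hypoxia and wounding markers, 1 is higher and 0 lower in the authors' deposited table (1 and 0 when adjusted over the list alone), with a median log2 fold of 0.14, inside the matched range. The 1 measured seed storage marker is not called in the authors' deposited table (0 when adjusted over the list alone) and has a log2 fold of −1.58. Shoot and photosynthesis markers had a median log2 fold of −2.54, with CAB2 falling 8.77-fold in the authors' deposited table. TPL and TCP20 are not called in the authors' deposited table, with log2 folds of 0.19 and 0.28.

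Ribosomal protein UGs lay in the very weak to weak interval in 86.8% of cases. A high expression level alone gave a smaller share, 42.1% to 63.2% in UGs matched on mean count. Transcript length alone did not give the increase either: genes matched on length and mean count had a median log2 fold of −0.14 (central 95% −0.24 to −0.03), against 0.64 for 284 ribosomal protein genes. Reads shared between paralogs stay open. That auxin raises this family by a small shared fold may be put forward only as a hypothesis.

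Hexamers of the very weak interval may owe part of their place to genes in the list of ribosomal proteins. These carry the hexamers and make up 48 of 129 very weak UGs, with the elongation factor gene LOS1 counted among them. For ACCCTA the genes of this list are not the whole cause: without them it still occurred in 73.8% of very weak to weak UGs and in 54.8% of the others. At the very weak or very weak to weak interval as such, 1 of the 5 hexamers passed without ribosomal protein genes, and AGGCCC passed only in a wider one. For the others than ACCCTA this explanation stays open, since fewer genes lower the power. Without ribosomal protein genes, their odds ratios in very weak UGs were still 1.68 to 2.00. In the top sixth of uncalled genes by mean count, the median odds ratio was 1.15, against 2.94 in very weak UGs. For ACCCTA it was 1.29, against 5.65. The top sixth was not matched to very weak UGs, whose median mean count was 224, so this comparison cannot decide on expression level. With log2 mean count in a logistic regression in place of Fisher's exact test, 9 of 10 hexamers passed step 2. Of these, 5 did so in the very weak or very weak to weak interval. No biological explanation was tested.

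Low means in each group lay on sums of 2 steps, where the paper states 3 replicates. Of low means up to 6 reads, 100% lay on such sums within 0.01, as means over 2 libraries may give. If 3 libraries had been used and 2 of them shared a size factor, about 2 times as many genes would lie at one step, and the ratio was 1.201 (95% interval 1.07 to 1.35) in control. A further library, pooled or left out before the means were made, stays open. No biological explanation was tested.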
